# Carbon nanotube biocompatibility in plants is determined by their surface chemistry

**DOI:** 10.1186/s12951-021-01178-8

**Published:** 2021-12-20

**Authors:** Eduardo González-Grandío, Gözde S. Demirer, Christopher T. Jackson, Darwin Yang, Sophia Ebert, Kian Molawi, Harald Keller, Markita P. Landry

**Keywords:** Plant biotechnology, Nanotechnology, DNA delivery, Carbon nanotube, RNA sequencing

## Abstract

**Background:**

Agriculture faces significant global challenges including climate change and an increasing food demand due to a growing population. Addressing these challenges will require the adoption of transformative innovations into biotechnology practice, such as nanotechnology. Recently, nanomaterials have emerged as unmatched tools for their use as biosensors, or as biomolecule delivery vehicles. Despite their increasingly prolific use, plant-nanomaterial interactions remain poorly characterized, drawing into question the breadth of their utility and their broader environmental compatibility.

**Results:**

Herein, we characterize the response of *Arabidopsis thaliana* to single walled carbon nanotube (SWNT) exposure with two different surface chemistries commonly used for biosensing and nucleic acid delivery: oligonucleotide adsorbed-pristine SWNTs, and polyethyleneimine-SWNTs loaded with plasmid DNA (PEI-SWNTs), both introduced by leaf infiltration. We observed that pristine SWNTs elicit a mild stress response almost undistinguishable from the infiltration process, indicating that these nanomaterials are well-tolerated by the plant. However, PEI-SWNTs induce a much larger transcriptional reprogramming that involves stress, immunity, and senescence responses. PEI-SWNT-induced transcriptional profile is very similar to that of mutant plants displaying a constitutive immune response or treated with stress-priming agrochemicals. We selected molecular markers from our transcriptomic analysis and identified PEI as the main cause of this adverse reaction. We show that PEI-SWNT response is concentration-dependent and, when persistent over time, leads to cell death. We probed a panel of PEI variant-functionalized SWNTs across two plant species and identified biocompatible SWNT surface functionalizations.

**Conclusions:**

While SWNTs themselves are well tolerated by plants, SWNTs surface-functionalized with positively charged polymers become toxic and produce cell death. We use molecular markers to identify more biocompatible SWNT formulations. Our results highlight the importance of nanoparticle surface chemistry on their biocompatibility and will facilitate the use of functionalized nanomaterials for agricultural improvement.

**Graphical Abstract:**

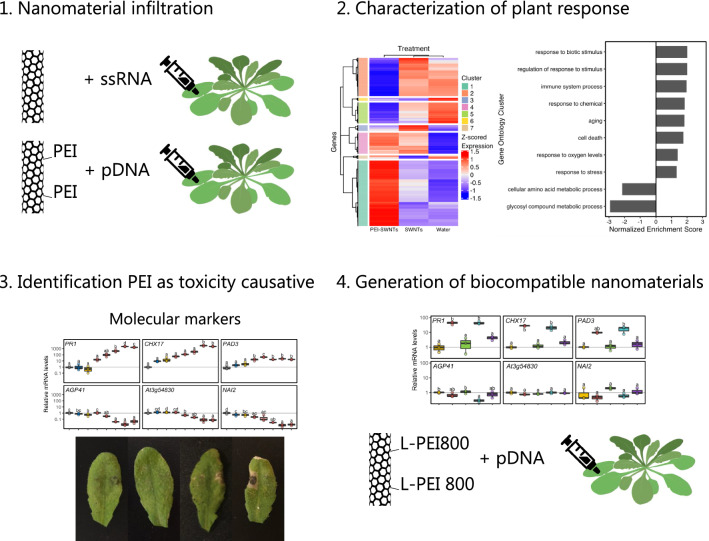

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12951-021-01178-8.

## Background

Given the magnitude of environmental changes driven by climate change, and an increasing human population, plant biotechnology and bioengineering have an important role in providing food security, maintaining global biodiversity and sustainability. Technologies that sense plant stress in real-time, improve crop nutritional capacity, render plants resistant to biotic and abiotic stresses, and enable higher crop yield with fewer resources are central to these efforts [1].

Recently, nanoscience and nanoengineering technologies have been employed in numerous plant biotechnology applications [1, 2]. Nanomaterials exhibit unique and tunable size, shape, and physical, mechanical and optical properties. In plant biotechnology, a broad range of nanoparticles have been used including metal nanoparticles, quantum dots, mesoporous silica nanoparticles, clay nanosheets, DNA nanostructures and carbon nanomaterials such as graphene, carbon nanotubes and carbon dots [2]. Within the scope of plant biotechnology, these nanomaterials have been most commonly used as fertilizers, antimicrobials, sensors, imaging agents, and delivery vehicles for small molecules, genes and proteins for plant genetic engineering applications [2–4].

To accompany the growing use of nanomaterials in plant science, it is essential to understand nanomaterial-plant interactions and the impact of nanomaterials on plant health and their environment. Recent studies have focused on the phenotypical phytotoxicity of metal- and carbon-based nanoparticles on monocot and dicot crop species of interest [5–8], yet many of these studies show conflicting and often contradictory results. For instance, nano-TiO_2_ (5 nm) has been shown to accelerate germination of spinach seeds [9], whereas nano-TiO_2_ (20 nm) did not alter the germination rate of wheat grains [10]. Another metal nanoparticle, nano-ZnO (20 nm, 2000 mg/L), has been shown to inhibit root growth in rapeseed, radish, ryegrass, lettuce, corn and cucumber [11]. Cadmium sulfide quantum dots induce oxidative stress and root lignification in soybean [12]. The most studied carbon-based nanomaterials in plant biotechnology are graphene and multi-walled carbon nanotubes (MWNTs). Cabbage, tomato, spinach and lettuce seeds soaked in 2000 mg/L graphene overnight had inhibited growth and reduced biomass [13]. On the other hand, MWNTs enhanced the germination and seedling root elongation when added to the wheat growth medium at 1000 mg/L [6], and stimulated the growth of roots and stems in legumes [14]. There are several studies discussing the phenotypical phytotoxicity of single-walled carbon nanotubes (SWNTs) with varying results. Studies in *Arabidopsis thaliana* and rice protoplasts show concentration-dependent cytotoxicity of SWNTs, while high SWNT concentrations (250 mg/L) had no observable effects on *Arabidopsis* leaves [15]. Some studies show that carboxylated SWNTs (COOH-SWNTs) at 50 mg/L induce growth and enhanced biomass of tomato plants [16], whereas poly-3-aminobenzenesulfonicacid functionalized SWNTs at 1750 mg/L inhibited root growth in tomato [17]. Lastly, SWNTs have been shown to reduce oxidative stress and improve cryopreservation of *Agapanthus praecox* embryogenic calli [18].

More recently, microarray analysis and RNA sequencing (RNA-seq) methods that leverage the advantages of next-generation sequencing have been used to determine nanomaterial impact on plant health [19–21]. Due to its complete gene sequence and annotation, *Arabidopsis* is the preferred plant species for transcriptomic analyses. For instance, whole-genome microarray analysis of *Arabidopsis* roots exposed to 100 mg/L nano-ZnO revealed up-regulation of genes involved in biotic and abiotic stress responses and down-regulation of genes involved in cell biosynthesis, electron transport, and energy pathways [22]. Additionally, *Arabidopsis* plants that were exposed to 20 mg/L nano-TiO_2_ had significant repression of phosphate-starvation and root-development genes [23]. Lastly, 50 mg/L MWNT treated tomato roots showed substantial upregulation of genes coding for water-channel proteins and hormone pathways [16], in accordance with the phenotypical data demonstrating enhanced growth in the presence of MWNTs. These studies provide valuable information at the gene expression level and enable a better understanding of the nanomaterial impact on plant health.

Given the recent surge of SWNT usage in plants for sensing [24–28] and biomolecule delivery [29–32], it is critical to determine the impact of SWNTs on plant health at the molecular and gene expression level. Analogously, it is also important to pinpoint what component(s) of SWNT nanomaterials are responsible for generating differential gene expression patterns, to reconcile conflicting reports. In this study, we performed RNA-seq analysis of *Arabidopsis* leaves 48 h after exposure to 50 mg/L SWNTs with two different surface chemistries representing the most commonly used SWNT nanomaterials for plant delivery and sensing applications: oligonucleotide-adsorbed pristine SWNTs, and polyethyleneimine (PEI) conjugated functionalized SWNTs (PEI-SWNTs) loaded with plasmid DNA. Our results revealed that SWNTs produced a mild stress response in plants, nearly indistinguishable from a water-infiltration control, that was well tolerated and did not result in permanent damage. However, PEI-functionalized SWNTs at high concentrations produced an adverse response that was irreversible and resulted in cell death, indicating that PEI is the main cause of biotoxicity. We identified gene markers to probe plant responses to different SWNT surface chemistries and discovered new biocompatible SWNT surface chemistry formulations that will facilitate their use in plants.

## Results

### Functionalized PEI-SWNTs generate a very distinct transcriptional response compared to un-functionalized SWNTs

Given the widespread use of PEI-functionalized nanomaterials for delivery of DNA and RNA in plants [30, 32–34], we sought to investigate the reaction of plant tissues to treatment with PEI-SWNTs versus pristine SWNTs. To this end, we infiltrated *Arabidopsis* leaves with pristine single walled carbon nanotubes used in RNA silencing applications (SWNTs) [30] and polyethyleneimine-functionalized SWNTs used for plasmid DNA delivery (PEI-SWNTs, Additional file 1: Table S1) [32]. We used *Arabidopsis* as it is a well-characterized model plant for which genomic and detailed gene function information is readily available. Aforementioned pristine SWNT and PEI-SWNT nanoparticles were loaded with single stranded RNA targeting Green Fluorescent Protein (GFP) with no target sequence in the *Arabidopsis* genome, and a GFP-expressing plasmid [35], respectively. For experiments herein, we used ~ 25–50 fold higher concentrations of SWNTs and PEI-SWNTs compared to standard concentrations used in biomolecule delivery assays to ensure we would observe a robust transcriptional change. Water-infiltrated plant leaves served as a negative control to distinguish between the SWNT-specific response and the response to the infiltration process itself (Fig. 1A). 

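The deposited data cover 20 Arabidopsis leaf samples in 4 groups of 5 biological replicates: non-infiltrated leaves, and leaves infiltrated with water, SWNTs or PEI-SWNTs. Each replicate combined 4 leaves, collected 48 h after infiltration in the treated groups. The nanotube concentration was 50 mg/L in the paper, which is the 50 ng/µL of the sample labels. Because the SWNTs carried RNA and the PEI-SWNTs carried a plasmid, these groups differed in cargo as well as in surface. Libraries were made from poly-A selected RNA and sequenced as paired reads. The authors trimmed the reads with Trimmomatic, mapped them to the Arabidopsis genome with HISAT2 and counted them on genes with featureCounts, and deposited these counts without normalization. Between 23138648 and 29737496 counts fell on genes in a non-infiltrated sample (median 25701932), and between 18191528 and 27143499 in a water-infiltrated sample (median 20269525). SWNT treated leaves had 15248137 to 24471418 counts per sample (median 17904374) and PEI-SWNT treated leaves 13387714 to 21943422 (median 17806729). The mean over all samples was 20.9 M counts on genes, and the stated depth of the paper is 29.5 M reads per sample before assignment to genes; every value here uses the counts. The treated groups thus had lower median counts than the non-infiltrated leaves, although the ranges of the water and SWNT samples overlapped the non-infiltrated range. Counts were normalized by edgeR's TMM method, with factors between 0.948 and 1.05, and the 10 most counted genes of a sample took between 11.1% and 15.0% of its counts. Of the 37336 genes in the count table, the 16288 with an average RPKM of at least 1 over all samples were tested, as in the paper's methods. Gene lengths for this filter came from the exons of the TAIR10.1 annotation, and for 139 genes outside it from the authors' deposited table. All 20 samples entered one fit with 4 group means (glmQLFit and glmQLFTest). A gene counted as changed in a treatment when the joint test of the 3 treatments against non-infiltrated leaves gave an adjusted p under 0.05 and its fold change in that treatment was at least 2. The joint test asks whether any treatment differs, so each pair of groups was also tested by its own contrast. SWNTs replicates 3 and 4 lay closer together than any other replicate pair. They differed by more than counting noise, but their excess in the 1000 most variable genes was 1.01 times that in all genes, against 2.50 to 4.60 in the other SWNT pairs. They were kept as separate samples, so n = 5 for SWNTs counts both, and whether they are independent biological replicates is not settled by the counts.

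**Figure D1:**
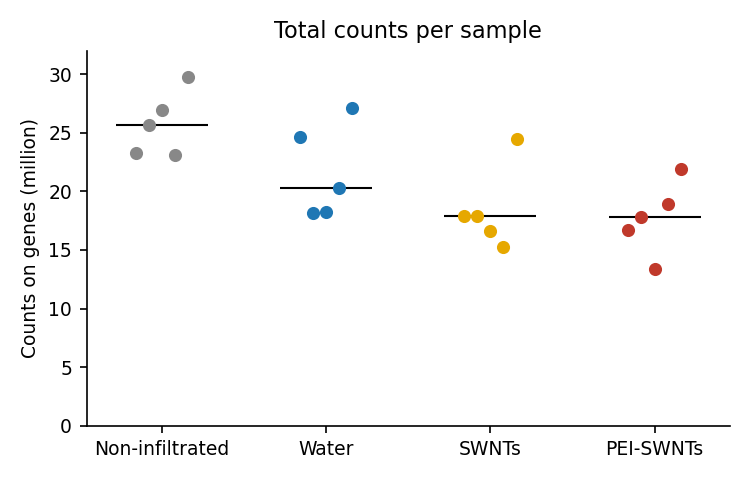
Total counts on genes (vertical axis, in M) of the 5 samples in each group, 1 point per sample in replicate order, with a line at the group median. The 2 nanotube groups have the lowest medians, at 17904374 and 17806729 counts.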

We performed RNA-seq with RNA extracted from leaves 48 h post infiltration to identify changes in the leaf transcriptomic profile in response to the three treatments, compared to non-infiltrated leaves. 

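In the RNA-seq data, 6 genes were read out for SWNTs and another 6 for PEI-SWNTs, all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 16288 genes (n = 5 per group). AT2G43620 was higher in SWNT than in water-infiltrated leaves by a log2 fold change of 2.35 (standard error 0.28, adjusted p = 3.6e-05). CRK11 (AT4G23190), a cysteine-rich receptor-like kinase gene whose exons overlap those of another gene on the opposite strand over 1.26% of their length, rose by 2.15 (standard error 0.24, adjusted p = 2.0e-05) in the same comparison. ERF011 (AT3G50260) rose by 1.84 (standard error 0.44, adjusted p = 0.0087). The 3 that fell had log2 fold changes of −2.40 (standard error 0.30, adjusted p = 4.9e-05) for AT2G15020, −1.62 (standard error 0.26, adjusted p = 4.2e-04) for SPX1 (AT5G20150) and, for AT5G54130, −1.59 (standard error 0.22, adjusted p = 1.2e-04). No replicate of the SWNT group overlapped the water group for any of these 6 genes. All 6 lost their adjusted p under 0.05 when the test asked for a change larger than 2-fold in place of any change (edgeR's glmTreat), while their log2 fold changes stayed as given. The other 6 genes separated PEI-SWNT from SWNT treated leaves: PR1 (AT2G14610) by 8.47 (adjusted p = 1.1e-10), CHX17 (AT4G23700) by 4.68 (adjusted p = 2.8e-08) and PAD3 (AT3G26830) by 3.37 (adjusted p = 4.0e-04) were higher, while AGP41 (AT5G24105) with −2.92 (adjusted p = 2.0e-05), AT3G54830 with −2.85 (adjusted p = 1.6e-06) and NAI2 (AT3G15950) with −2.51 (adjusted p = 5.2e-08) were lower, all as log2 fold changes. The size of the PR1 value rested on 1 to 6 counts per SWNT sample. SAND (AT2G28390), the reference gene of the Arabidopsis RT-qPCR, had 36.9 ± 1.74 CPM (counts scaled to library size; SD, n = 5) in non-infiltrated, 36.6 ± 1.28 in water-infiltrated, 36.6 ± 1.36 in SWNT treated and 35.4 ± 2.43 in PEI-SWNT treated leaves, and none of its comparisons passed the threshold; the smallest adjusted p was 0.346, for PEI-SWNTs against non-infiltrated leaves. Without PEI-SWNTs replicate 5 that comparison of SAND did pass, with a log2 fold change of −0.12 and an adjusted p of 0.0288.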

We validated the RNA-seq data by measuring the expression changes in 12 selected genes using reverse transcription quantitative polymerase chain reaction (RT-qPCR) (Additional file 1: Fig. S1). Changes in gene expression measured by RNA-seq and RT-qPCR correlated well, confirming the reliability of the RNA-seq data.

**Fig. 1:**
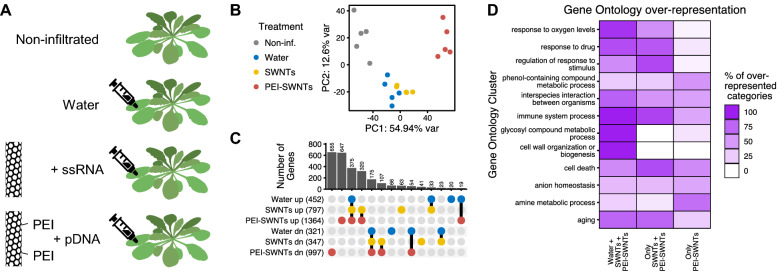
PEI-SWNTs elicit a very distinct transcriptional response compared to that of water or SWNTs. **A** Experimental setup: *Arabidopsis* leaves were infiltrated with ssRNA-adsorbed pristine SWNTs or plasmid-loaded PEI-SWNTs. Non infiltrated and water-infiltrated leaves were used as controls. Samples were collected 48 h post infiltration. **B** Principal Component Analysis of the transcriptomic profile in response to the different treatments. Each dot represents one biological replicate. **C** Upset plot showing the number of up- or down-regulated genes common or specific to each treatment. Genes with a statistically significant (FDR < 0.05) two-fold change in expression relative to non-infiltrated samples were selected. **D** Functional characterization of genes differentially expressed in the three treatments (375 up, 175 down), specifically in SWNTs and PEI-SWNT samples (320 up, 107 down), and uniquely in PEI-SWNT samples (647 up, 655 down). For a full list of GO terms, see Additional file 2: Table S2

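Principal components were computed from log2 CPM of the 16288 genes (prior count 2, genes centred and not scaled). Component 1 held 54.6% and component 2 held 12.5% of the variance. On component 1, the non-infiltrated samples lay between −67.8 and −44.6, the water-infiltrated samples between −22.6 and −1.71, the SWNT samples between −5.39 and 18.3 and the PEI-SWNT samples between 55.2 and 73.0. The water and SWNT ranges overlapped each other, and neither reached the non-infiltrated or the PEI-SWNT range. On component 2, the water samples (−30.6 to −7.43) and SWNT samples (−20.6 to −15.2) shared a range apart from the non-infiltrated samples (1.06 to 40.7) and the PEI-SWNT samples (6.20 to 35.2). Scaling each gene to unit variance moved the share of component 1 most, to 35.5%.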

RNA-seq data was first analyzed with Principal Component Analysis (PCA) of the whole transcriptomic profile of each sample to assess which treatments induced the largest changes in the plant leaf transcriptome. 

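Distances between the group means over all tested genes, in log2 units, were set against the spread of replicates. The mean of the water samples and that of the SWNT samples lay 42.4 apart, the smallest distance between any 2 groups. Single replicates of one group lay between 29.3 and 85.0 apart (median 51.3 over 40 pairs). Means of 5 samples vary less than single samples, so these values cannot be compared directly with 42.4. No other way of dividing the 10 water and SWNT samples into 5 and 5 gave a distance as large. In this exact permutation test over all distinct splits, one-sided, p was 0.00794, the smallest this design allows. After Benjamini-Hochberg adjustment over the 6 pairs of groups it was also 0.00794. Water and non-infiltrated leaves were 64.0 apart and SWNT treated and non-infiltrated leaves 76.4, each with the same p. With each gene scaled to unit variance, the distance between water and SWNT samples was 100.4. That is in units of each gene's spread and cannot be set against 42.4, but it was still the smallest of the 6.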

Surprisingly, PCA analysis revealed that plant response to infiltration with SWNTs is very similar to the response to the water infiltration control, suggesting that SWNTs themselves do not elicit a general transcriptional reprogramming beyond that generated by the infiltration process itself. These results are surprising because they suggest the high concentrations of SWNTs used in our experiments may be biocompatible for use in plants. Conversely, PCA clustering of PEI-SWNTs samples showed that the plant response to PEI-SWNT treatment is distinct relative to SWNT treatment or treatment with water alone (Fig. 1B), suggesting that nanoparticle surface chemistry could dictate nanoparticle biocompatibility.

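The mean of the PEI-SWNT samples lay 121.9 from the non-infiltrated mean, 88.7 from the water mean and 73.4 from the SWNT mean on the same log2 scale. Each of these distances was the largest among all distinct splits of its 10 samples (exact permutation test, one-sided, p = 0.00794). With the 500 most variable genes alone, the distance from the PEI-SWNT mean to the SWNT mean was 46.9, against 21.6 between SWNT and water means.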

Next, we selected genes that showed a statistically significant (false discovery rate < 0.05) two-fold expression change with respect to the non-infiltrated samples for further analysis. 

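By the joint test and the 2-fold minimum, 458 genes were up-regulated in water-infiltrated leaves, 809 in SWNT treated leaves and 1373 in PEI-SWNT treated leaves, each against non-infiltrated leaves (n = 5 per group). Tested by the contrast of its own treatment, 419 of the 458, 773 of the 809 and 1365 of the 1373 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rises whose replicates did not overlap included AT2G05510 in water-infiltrated leaves, with a log2 fold change of 4.70 (standard error 0.85, adjusted p = 4.3e-04). This value rested on 0 to 4 counts per non-infiltrated sample, and ran from 3.79 to 5.74 when 1 sample at a time was left out. AT5G39580 and AT4G20000 were among the genes with the largest rise in SWNT treated leaves, with 4.15 ± 2.69 and 1.43 ± 1.16 CPM (SD, n = 5). Because no non-infiltrated sample held more than 3 counts of either, no fold change is given for these genes. In PEI-SWNT treated leaves, AT3G28510 rose from 0.359 ± 0.215 to 125 ± 23.3 CPM, a log2 fold change of 8.41 (standard error 0.32, adjusted p = 3.2e-13). YLS9 (AT2G35980) reached 8.32, from 0 to 6 counts per non-infiltrated sample. In fits that each left out 1 sample, its log2 fold change ran from 7.99 to 11.4, the highest without non-infiltrated replicate 3. By ratio, the alternative that moved the water and SWNT counts most was glmTreat, a test for a change larger than 2-fold, with 46 and 267 up-regulated genes (893 with PEI-SWNTs), and the one that moved the PEI-SWNT count most was a 1.5-fold minimum, with 2365 (952 with water and 1509 with SWNTs).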

We identified 452, 797, and 1364 up-regulated genes in water, SWNT and PEI-SWNT treated leaf samples, respectively. Conversely, we identified 321, 347, and 997 down-regulated genes in water, SWNT and PEI-SWNT treated leaf samples (Fig. 1C; Additional file 2: Table S2). These results quantitatively confirmed the hypothesis that PEI-SWNTs cause much greater transcriptional reprogramming than the other two treatments. 

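Down-regulated genes numbered 322 in water-infiltrated, 349 in SWNT treated and 1005 in PEI-SWNT treated leaves, of which 309, 338 and 1001 also passed by the contrast of their own treatment. The largest falls after water infiltration were those of LTL1 (AT3G04290), a lipase gene, with a log2 fold change of −5.04 (standard error 0.67, adjusted p = 3.1e-05), and GER3 (AT5G20630), a germin gene, with −4.89 (standard error 0.69, adjusted p = 5.2e-05) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). Both also fell in SWNT treated leaves, with log2 fold changes of −4.14 and −4.99, and less far in PEI-SWNT treated leaves, where LTL1 had −2.44 and GER3 −2.79 and some replicates overlapped the non-infiltrated range. In PEI-SWNT treated leaves the largest falls were those of AT5G38130, with −5.20 (standard error 0.78, adjusted p = 1.2e-05), VSP2 (AT5G24770), with −4.79 (standard error 1.18, adjusted p = 0.00165), and BGLU18 (AT1G52400), with −4.51 (standard error 0.68, adjusted p = 1.1e-05), from the same test. The size of these falls depended on PEI-SWNTs replicate 5, without which they were −7.65, −6.49 and −5.47 in the same order. In total, 2628 genes changed in at least 1 treatment.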

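Each pair of groups was compared by its own contrast, with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and at least a 2-fold change (n = 5 per group). Against non-infiltrated leaves, 735 genes changed in water-infiltrated, 1125 in SWNT treated and 2404 in PEI-SWNT treated leaves. Against water infiltration, SWNTs changed 248 genes, of which 201 were higher and 47 lower, while PEI-SWNTs changed 1565, of which 999 were higher and 566 lower. PEI-SWNT and SWNT treated leaves differed in 1041 genes, 621 of them higher with PEI-SWNTs. Without the 2-fold minimum, SWNTs and water differed in 2225 genes, PEI-SWNTs and water in 8458 and PEI-SWNTs and SWNTs in 6725, so that most of the differences between SWNTs and water were below 2-fold. With SWNTs replicates 3 and 4 merged into 1 sample, SWNTs and water differed in 228 genes with the minimum and 1713 without it. Tested for a change larger than 2-fold (glmTreat), the 3 comparisons gave 0, 596 and 303 genes; for SWNTs against water, 136 of the 16288 genes had an unadjusted p under 0.05 in that test. Among the largest differences of SWNTs from water were rises of AT5G39580, with a log2 fold change of 3.13 (standard error 0.57, adjusted p = 0.00129), JAZ7 (AT2G34600), with 3.00 (standard error 0.80, adjusted p = 0.0159), and BIP3 (AT1G09080), with 2.66 (standard error 0.51, adjusted p = 0.00176), and a fall of BBX31 (AT3G21890), with −2.53 (standard error 0.44, adjusted p = 7.5e-04). Between PEI-SWNTs and SWNTs, cwINV6 (AT5G11920) and AIG1 (AT1G33960) rose by 5.95 and 5.30 and CORI3 (AT4G23600) had −3.18. The size of the cwINV6 value rested on 3 to 8 counts per SWNT sample.

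**Figure D2:**
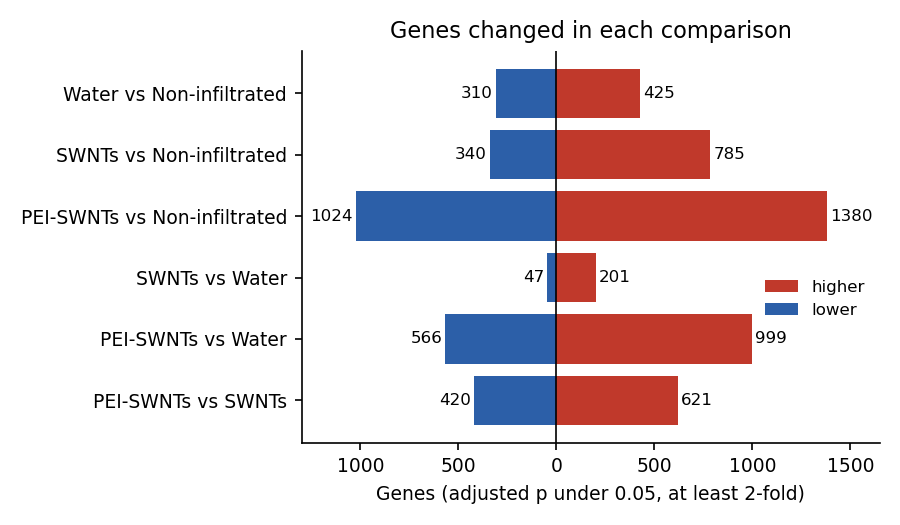
Number of genes with an adjusted p under 0.05 and at least a 2-fold change (horizontal axis) in each of the 6 comparisons of 2 groups; bars to the right count genes higher in the group named before vs, bars to the left genes lower in it. SWNTs vs Water has the shortest bars, with 201 and 47 genes, and PEI-SWNTs vs Non-infiltrated the longest, with 1380 and 1024.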

We compared the common genes that respond to the three treatments and observed that 94% (427/452) of the up- and 79% (252/321) of the down-regulated genes in response to water infiltration also changed in SWNT and PEI-SWNT samples, representing genes that change in response to the infiltration process and are independent of a nanomaterial-specific response. 

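Of the 458 genes up-regulated by water infiltration, 435 were also up-regulated by SWNTs or PEI-SWNTs, or 95.0% (95% Wilson interval 92.6 to 96.6%), and 380 were up-regulated by both, or 83.0% (79.3 to 86.1%). Of the 322 down-regulated genes, 252 were also down-regulated by SWNTs or PEI-SWNTs, or 78.3% (73.4 to 82.4%), and 175 by both, or 54.3% (48.9 to 59.7%). The intervals treat genes as independent and cover only the number of genes counted, not the spread between samples. The 3 treatments share their non-infiltrated samples, so an error in those samples moves all 3 fold changes of a gene together. The 380 genes up-regulated in all 3 treatments had median log2 fold changes of 1.60 in water-infiltrated, 2.16 in SWNT treated and 3.33 in PEI-SWNT treated leaves. In 91 of them the SWNT level exceeded the water level by its own contrast (adjusted p under 0.05). Lowering the minimum to a 1.5-fold change moved the share of up-regulated genes to 90.4%.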

Next, to identify biological processes that were present at higher than random fraction when compared to the *Arabidopsis* genome, we performed a Gene Ontology (GO) over-representation analysis. Water/SWNT/PEI-SWNT common genes showed a very significant over-representation of processes related to hypoxia, as expected from injecting a liquid into the leaf tissue that contains large air spaces. 

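The paper's Table S3A lists 38 genes of the GO category cellular response to hypoxia that changed in all 3 treatments, and all 38 were among the genes tested here. Of these, 37 were up-regulated and 1 was down-regulated in each treatment. Their median log2 fold change against non-infiltrated leaves was 1.67 after water infiltration, 2.39 with SWNTs and 3.20 with PEI-SWNTs (n = 5 per group). The largest rise after water infiltration was that of AT5G45630, on chromosome 5 of TAIR10.1 from 18505536 to 18506382 (reverse strand), with 3.19 (standard error 1.05, adjusted p = 0.0257), which rested on 0 to 7 counts per non-infiltrated sample; its adjusted p rose above 0.05 in 5 of the 20 fits that each left out 1 sample, and also with the replicate as a block (0.0538), with only the 10 samples compared (0.0564) and in the test for a change larger than 2-fold (0.756). SRG3 (AT3G02040), of which 44.7% of the exon sequence overlaps a gene on the opposite strand, was the gene that fell, with −1.05 (standard error 0.29, adjusted p = 0.0102) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list was drawn by the paper from its calls on these samples, so its size and direction are not an independent count. The over-representation test itself was not repeated, since the full GO annotation is not used here. Leaving out 1 sample at a time moved the median after water infiltration to between 1.39 and 1.80.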

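Other lists of Table S3A were described in the same way, as medians of log2 fold changes against non-infiltrated leaves. For 14 cell wall organization genes, all up-regulated, the medians were 1.49 in water-infiltrated, 1.84 in SWNT treated and 2.71 in PEI-SWNT treated leaves. For 38 immune system genes, 35 up- and 3 down-regulated, they were 1.47, 2.13 and 3.15 in the same order. The 11 aging genes had medians of 1.78, 2.06 and 3.18, and the 10 programmed cell death genes, all up-regulated, 1.35, 1.81 and 3.56. Of 13 glucosinolate biosynthesis genes, 11 were down-regulated, with medians of −1.92, −1.32 and −2.90, so this list fell least with SWNTs. Its transporter gene BAT5 (AT4G12030) fell most after water infiltration, with −2.71 (standard error 0.48, adjusted p = 4.0e-04), and WRKY70 (AT3G56400) rose, with 1.69 (standard error 0.20, adjusted p = 1.1e-05). In the other lists, the extensin gene EXT3 (AT1G21310), 29.2% of whose exon sequence overlaps a gene on the opposite strand, had 2.55 (standard error 0.32, adjusted p = 2.0e-05), the metacaspase gene MC2 (AT4G25110) 3.07 (standard error 0.26, adjusted p = 8.5e-07), and the receptor-like protein gene TMM (AT1G80080), in the immune list, −1.92 (standard error 0.24, adjusted p = 2.1e-05) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group).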

Additionally, many GO categories related to cell wall organization, immune response, senescence (aging/programmed cell death), glycosinolate biosynthesis (defense metabolites) and biotic and abiotic stresses were over-represented in this gene set (Fig. 1D; Additional file 3: Table S3A). These results suggest that the infiltration process produces a hypoxia response that triggers other stress-related genes. The fact that we did not observe any phenotypical change in response to water infiltration suggests that this transcriptomic response is insufficient to trigger observable physiological changes in *Arabidopsis* leaves.

We next focused our study on genes that change specifically following treatments with carbon nanotubes, that is, genes that change in leaves infiltrated with SWNT and PEI-SWNT, but do not change following water infiltrations. A majority of genes that change in response to SWNTs also change in response to PEI-SWNTs (76% or 320/422 of up- and 62% or 107/172 of down-regulated genes in SWNTs samples), indicating that these genes are involved in the response to the presence of carbon nanotubes independent of their surface functionalization. 

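Outside the genes common to all 3 treatments, 429 genes were up-regulated by SWNTs, and 326 of them were also up-regulated by PEI-SWNTs and not by water, or 76.0% (95% Wilson interval 71.7 to 79.8%). For down-regulated genes the share was 110 of 174, or 63.2% (55.8 to 70.0%). The 326 up-regulated genes had a median log2 fold change of 0.61 in water-infiltrated leaves, against 1.34 with SWNTs and 1.95 with PEI-SWNTs. For the 110 down-regulated genes the medians were −0.68, −1.20 and −1.51 in the same order. Tested directly, 191 of the 326 were higher in SWNT treated than in water-infiltrated leaves and 46 of the 110 were lower, with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 5 per group). These genes were chosen for passing the 2-fold minimum with SWNTs and not with water. That choice fixes the direction of the difference in every gene and favours a small p, so these counts are not a separate test. The share of down-regulated genes depended most on the test: with glmTreat, which asks for a change larger than 2-fold, it was 36.8%, or 7 of only 19 genes.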

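Of the genes that Table S3B assigns to immune system process, 30 were changed by SWNTs and PEI-SWNTs and not by water, 27 of them upward, with median log2 fold changes against non-infiltrated leaves of 0.66 after water infiltration, 1.41 with SWNTs and 2.10 with PEI-SWNTs. In 16 of them the SWNT level was higher than the water level and in 1 it was lower, with an adjusted p under 0.05. All 23 genes of the category response to chitin were up-regulated by SWNTs, with a median of 1.40, and 13 exceeded water at that threshold. Both lists hold genes chosen for passing with SWNTs and not with water, which alone favours a larger change with SWNTs. Within these lists, MYB73 (AT4G37260), whose exons overlap an antisense gene over 2.21% of their length, rose least with SWNTs, with 1.01 (standard error 0.17, adjusted p = 1.1e-04). The protein phosphatase gene DBP1 (AT2G25620), which shares 10.6% of its exon sequence with a gene on the same strand, was the immune system gene that fell most, with −1.15 (standard error 0.096, adjusted p = 9.0e-08) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group).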

GO over-representation analysis showed that genes related to hypoxia, immune response, biotic and abiotic stress responses are also over-represented in this gene set (Fig. 1D; Additional file 3: Table S3B). These results suggest that the presence of carbon nanotubes magnifies the responses to infiltration, because in this analysis we excluded genes that change in all three treatments (e.g., 38 genes in the *cellular response to hypoxia* GO category change in all three treatments, while 39 additional genes in the same GO category change only in SWNTs and PEI-SWNTs samples (Additional file 3: Table S3A, B). 

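All 39 hypoxia genes that Table S3B adds were tested here, and 35 were up-regulated and 4 down-regulated by SWNTs and by PEI-SWNTs. Their median log2 fold change against non-infiltrated leaves was 0.58 in water-infiltrated, 1.26 in SWNT treated and 1.80 in PEI-SWNT treated leaves. Compared directly, 35 of the 39 were higher in SWNT treated than in water-infiltrated leaves, by a median log2 difference of 0.82, and 21 were higher and 3 lower with an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). Adjusted over the 39 genes alone, 28 were higher and 3 lower. Of the 38 hypoxia genes changed in all 3 treatments, 32 were higher with SWNTs than with water, by a median of 0.64, but only 6 were higher and 1 lower with an adjusted p under 0.05, or 9 and 1 adjusted over that list. Leaving out 1 sample at a time moved this median to between 0.37 and 0.92, against 0.74 to 0.96 for the 39. Both lists are the paper's own calls on these samples, and the 39 were chosen for passing the threshold with SWNTs and not with water, which alone favours a positive difference. SRC2 (AT1G09070) rose most with SWNTs among the 39, with 2.09 (standard error 0.39, adjusted p = 3.1e-04), and differed from water by 1.15 (standard error 0.38, adjusted p = 0.0493).

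**Figure D3:**
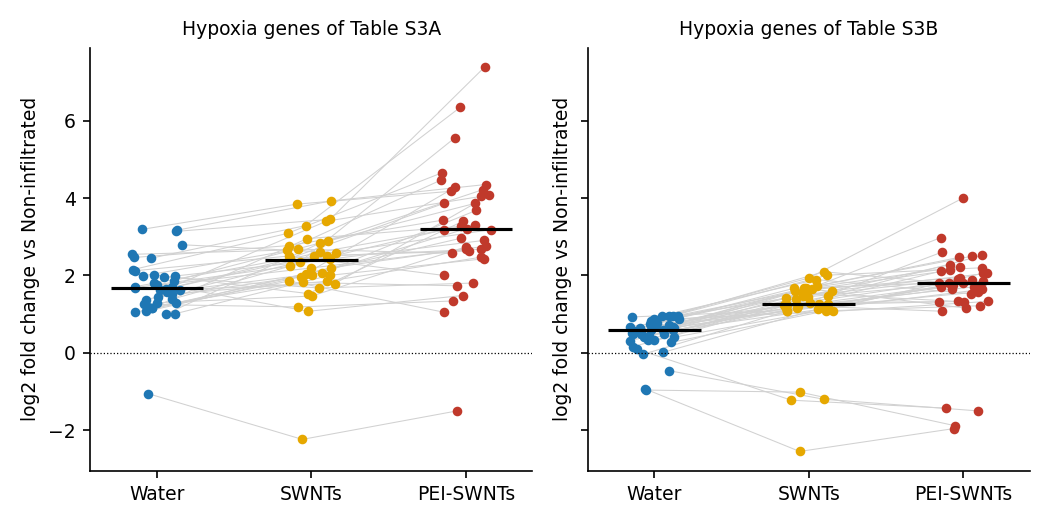
Log2 fold change against non-infiltrated leaves (vertical axis) of the hypoxia genes of Table S3A (left, 38 genes) and Table S3B (right, 39 genes) in each treatment; each point is a gene, grey lines join the same gene and black bars are medians. The medians rise from water to SWNTs to PEI-SWNTs in both panels, from 1.67 to 3.20 on the left and from 0.58 to 1.80 on the right.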

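For the 12 cell death genes of Table S3B, 11 up- and 1 down-regulated, the median log2 fold change against non-infiltrated leaves was 0.67 in water-infiltrated, 1.43 in SWNT treated and 2.27 in PEI-SWNT treated leaves, and for the 9 aging genes, all up-regulated, it was 0.82, 1.62 and 2.55. SWNTs exceeded water with an adjusted p under 0.05 in 8 of the cell death genes and 6 of the aging genes, and went below it in 1 cell death gene. That gene, PCS1 (AT5G02190), had a log2 fold change of −0.93 (standard error 0.21, adjusted p = 0.0051) with SWNTs against water. The chitinase gene CHI (AT2G43570) rose by 1.58 (standard error 0.34, adjusted p = 0.00412) and WRKY22 (AT4G01250) by 1.20 (standard error 0.26, adjusted p = 0.00477) in the same comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). The cell death and aging lists hold genes chosen for passing with SWNTs and not with water, which alone favours these differences from water. How strongly each category is over-represented depends on the GO annotation, which is not used here.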

Lastly, certain GO categories including those related to cell death and aging are more over-represented in this gene set when compared to the Water/SWNT/PEI-SWNT genes. These results suggest that the presence of carbon nanotubes exacerbates the plant response triggered by the infiltration process and could indicate that a more advanced response is occurring in these samples at this 48 h time point. 

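The genes of Table S3A for cell wall organization and glucosinolate biosynthesis were set against water directly. Of the 14 cell wall genes, 9 were higher in SWNT treated than in water-infiltrated leaves, by a median log2 difference of 0.28, and 3 of these had an adjusted p under 0.05. Among them EXT3, which overlaps an antisense gene, differed by 1.29 (standard error 0.29, adjusted p = 0.00504) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). Of the 13 glucosinolate genes, 12 were higher with SWNTs than with water, by a median of 0.53, so that the fall was smaller with SWNTs; 0 had an adjusted p under 0.05 in either direction. BAT5 differed by 0.83 (standard error 0.50, adjusted p = 0.305). With PEI-SWNTs, 6 of the 13 were lower and 2 higher than with water at an adjusted p under 0.05, and the median difference was −1.08. The medians of SWNTs against water depended on single samples. Leaving out 1 at a time gave 0.12 to 0.44 for the cell wall genes and 0.36 to 0.92 for the glucosinolate genes.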

On the other hand, cell wall reorganization and glycosinolate biosynthesis-related processes are not over-represented categories in the SWNT/PEI-SWNT gene set (Fig. 1D), indicating that nanotube responses are specific and not a general amplification of the stress caused by infiltration.

PEI-SWNTs induce a much greater transcriptomic reprogramming than water or SWNT treatments, with 647 and 655 up- and down-regulated genes exclusively in PEI-SWNT treated leaves (Fig. 1C). 

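Here 648 genes were up-regulated and 666 down-regulated only in PEI-SWNT treated leaves. Most of them moved the same way in SWNT treated leaves without reaching the 2-fold minimum: the up-regulated genes had a median log2 fold change of 0.34 in water-infiltrated, 0.58 in SWNT treated and 1.36 in PEI-SWNT treated leaves, and the down-regulated genes −0.38, −0.54 and −1.25. Of the 648, 457 were higher in SWNT treated than in non-infiltrated leaves with an adjusted p under 0.05, and of the 666, 370 were lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). Compared directly with SWNTs, 582 of the 648 were higher and 529 of the 666 lower with PEI-SWNTs at an adjusted p under 0.05. The 2-fold minimum already requires a larger change with PEI-SWNTs than with SWNTs in these genes. All treatments were set against the same non-infiltrated samples, which favours the same direction in each. When the minimum was lowered to 1.5-fold, 1050 genes rose and 1286 fell only in PEI-SWNT treated leaves.

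**Figure D4:**
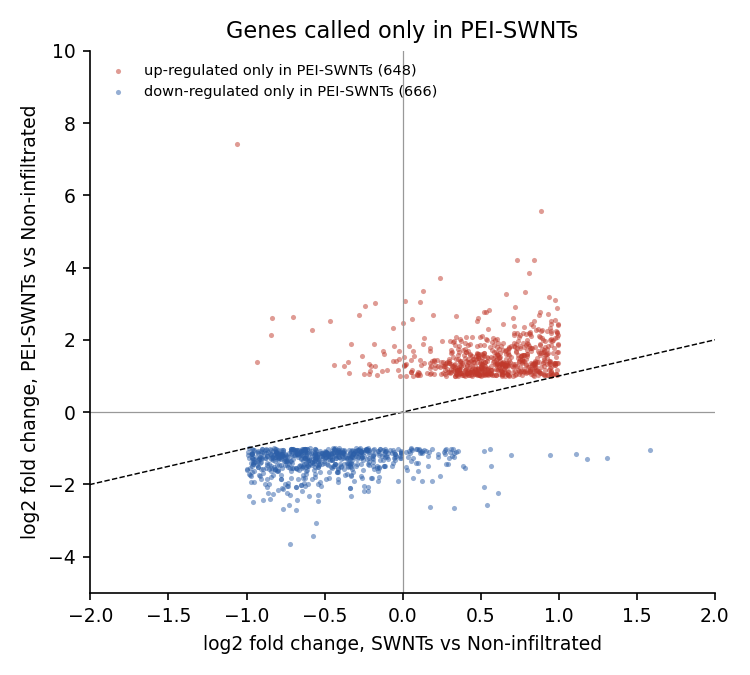
Log2 fold change against non-infiltrated leaves in SWNT treated (horizontal axis) and PEI-SWNT treated leaves (vertical axis) for the genes called only in PEI-SWNTs, 1 point per gene; the dashed line marks equal change. The 648 up-regulated genes (red) lie above and the 666 down-regulated genes (blue) below the dashed line, as the 2-fold minimum requires, and most have the same sign on both axes.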

In PEI-SWNT treated leaves, we further observed an over-representation of immune system and cell death processes. 

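Table S3C prints 39 of its immune system genes and shortens the rest. Of the 39, 33 were up- and 6 down-regulated in PEI-SWNT treated leaves, with median log2 fold changes against non-infiltrated leaves of 0.27 in water-infiltrated, 0.63 in SWNT treated and 1.36 in PEI-SWNT treated leaves. In 31 of them PEI-SWNTs exceeded SWNTs with an adjusted p under 0.05. The 18 programmed cell death genes, 15 up- and 3 down-regulated, had medians of 0.12, 0.44 and 1.23 in the same order, and 14 exceeded SWNTs at that threshold. Both lists hold genes that the paper called only with PEI-SWNTs on these samples, which alone favours a larger change than with SWNTs. The glutamate receptor gene GLR3.6 (AT3G51480) was the immune system gene that fell most, with −1.94 (standard error 0.17, adjusted p = 1.5e-08). Among the cell death genes the trypsin inhibitor gene KTI1 (AT1G73260) rose most, with 2.60 (standard error 0.74, adjusted p = 0.0048), although its replicates overlapped the non-infiltrated range, and FAH2 (AT4G20870), which overlaps an antisense gene over 1.29% of its exons, had −1.29 (standard error 0.18, adjusted p = 4.8e-06) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group).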

In plants, a prolonged immune response often leads to programmed cell death [36], indicating that the plant response to PEI-SWNTs could be more detrimental to treated tissues than less stressful water or SWNT treatments. 

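For 12 genes of aromatic amino acid metabolism (Table S3C), 8 up- and 4 down-regulated by PEI-SWNTs, the median log2 fold change against non-infiltrated leaves was −0.45 in water-infiltrated, −0.21 in SWNT treated and 1.14 in PEI-SWNT treated leaves. Compared with SWNTs, 8 of the 12 were higher and 4 lower with PEI-SWNTs at an adjusted p under 0.05. The paper called these 12, and the 35 that follow, only with PEI-SWNTs on these samples, which alone favours such differences. The 35 genes of secondary metabolism were split, 21 up- and 14 down-regulated by PEI-SWNTs, with medians of 0.051, 0.33 and 1.17. CYP86A1 (AT5G58860), a cytochrome P450 gene, fell most, with −2.64 (standard error 0.79, adjusted p = 0.00697) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). Its replicates overlapped the non-infiltrated range, and without non-infiltrated replicate 3 its adjusted p was 0.0557.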

At the same time, we observe that responses related to aromatic amino acid and secondary metabolite biosynthesis are highly over-represented in PEI-SWNT samples relative to SWNT or water-treated leaves (Fig. 1D). 

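Of the 7 tryptophan biosynthesis genes in Table S3C, 5 were up-regulated and 2 down-regulated in PEI-SWNT treated leaves, and all 7 differed the same way from SWNT treated leaves with an adjusted p under 0.05. Their median log2 fold change against non-infiltrated leaves was −0.46 in water-infiltrated, −0.33 in SWNT treated and 1.27 in PEI-SWNT treated leaves. TSA1 (AT3G54640), which encodes the alpha chain of tryptophan synthase and lies on chromosome 3 of TAIR10.1 from 20223034 to 20225523 (reverse strand), went from 22.9 ± 6.72 CPM (SD, n = 5) in non-infiltrated leaves to 85.1 ± 17.9 with PEI-SWNTs, against 16.6 ± 2.87 with water and 18.2 ± 1.18 with SWNTs. Its log2 fold change was 1.89 (standard error 0.17, adjusted p = 1.9e-08). MYB34 (AT5G60890) in the same category fell instead, with −2.28 (standard error 0.25, adjusted p = 2.8e-07). All 5 salicylic acid biosynthesis genes were up-regulated by PEI-SWNTs, with a median of 1.68 against 0.27 with water and 0.65 with SWNTs, and all 5 exceeded SWNTs at an adjusted p under 0.05. PAD4 (AT3G52430), on chromosome 3 from 19431095 to 19434450 (forward strand), rose most, with 2.44 (standard error 0.11, adjusted p = 2.4e-12), and AT5G57580 least, with 1.04 (standard error 0.068, adjusted p = 1.9e-10) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In water-infiltrated and SWNT treated leaves PAD4 also rose, by 0.47 and 0.65. The tryptophan and salicylic acid lists hold genes that the paper called only with PEI-SWNTs on these samples. That choice alone favours a larger change with PEI-SWNTs than with SWNTs, so these differences are not a separate test.

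**Figure D5:**
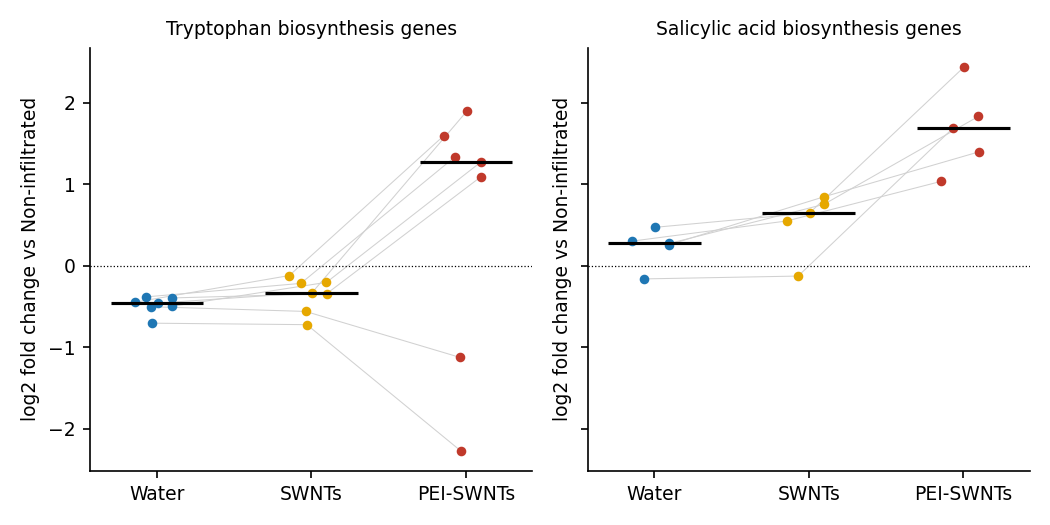
Log2 fold change against non-infiltrated leaves (vertical axis) of 7 tryptophan (left) and 5 salicylic acid biosynthesis genes (right) in each treatment; each point is a gene, grey lines join the same gene and black bars are medians. In PEI-SWNT treated leaves 5 tryptophan genes rise and 2 fall, while all 5 salicylic acid genes rise.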

Specifically, genes involved in Tryptophan and salicylic acid biosynthesis are specifically over-represented in the PEI-SWNT response. These results indicate that PEI-SWNT specific responses focus on metabolism reconfiguration affecting both primary (i.e., aromatic amino acids) and secondary metabolites involved in defense responses derived from those aromatic amino acids (i.e., salicylic acid) [37]. Taken together, our RNA-seq results suggest that water infiltration alone triggers a mild stress response, one which is highly and at times irreversibly exacerbated by the presence of PEI-SWNTs in a manner not observed following treatment with SWNTs. These results highlight the importance of nanoparticle surface chemistry on nanoparticle biocompatibility in plants.

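Among the 380 genes up-regulated in all 3 treatments, 273 were higher with PEI-SWNTs than with water and 233 higher than with SWNTs, with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 5 per group). Among the 175 genes down-regulated in all 3, 56 were lower with PEI-SWNTs than with water, 65 lower than with SWNTs, and 1 was lower with SWNTs than with water, at the same threshold. From its RNA-seq results taken together, the paper proposes that water infiltration causes a mild stress response, which PEI-SWNTs exacerbate strongly and in a way not seen with SWNTs, after proposing for the genes shared by both that nanotubes exacerbate the response to infiltration; it states that the results show the importance of surface chemistry for biocompatibility.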

### PEI-SWNTs strongly up-regulate stress responses and programmed cell death genes, and down-regulate metabolism-related genes

To better characterize the large transcriptional reprogramming of plant leaves treated with PEI-SWNTs, we focused our study on the PEI-SWNT-responding genes that had the highest expression-fold change when compared to water or SWNT treatments, based on the notion that these genes could be the main contributors to the PEI-SWNT specific response. Clustering analyses of gene expression levels in the three treatments revealed a group of 1063 genes that showed very high expression levels in PEI-SWNT treated samples compared to their levels in the other treatments (Fig. 2A, Cluster 1). Conversely, 631 genes showed greatly decreased expression levels in PEI-SWNTs when compared to the two other treatments (Fig. 2A, Cluster 2). These genes show a very distinct expression profile in PEI-SWNTs compared to the two other treatments, although they can still be up- or down-regulated to a much lesser degree in response to SWNTs or water. 

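Clustering the 2628 changed genes by their Z-scored log2 fold changes, with Pearson correlation as distance, complete linkage and 7 clusters, gave a largest cluster of 1043 genes with its highest values in PEI-SWNT treated leaves. Its genes had median log2 fold changes against non-infiltrated leaves of 0.52 with water, 0.80 with SWNTs and 1.81 with PEI-SWNTs, and the quartiles of the PEI-SWNT values were 1.29 and 3.03. In 926 of the 1043, PEI-SWNTs exceeded both water and SWNTs with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). In 727 the excess over water was at least 2-fold, and in 575 the excess over SWNTs was. The cluster was picked for its high PEI-SWNT values on the same samples, so these counts describe it and are not a separate test. Cluster sizes depended on single samples: without 1 sample at a time, this cluster held between 629 and 1225 genes. Without clustering, taking the genes at least 2-fold above both other treatments gave 574.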

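The cluster with the lowest values in PEI-SWNT treated leaves held 723 genes, with median log2 fold changes of −0.35 with water, −0.62 with SWNTs and −1.31 with PEI-SWNTs against non-infiltrated leaves. PEI-SWNT levels were below both water and SWNT levels in 528 of them at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). They were at least 2-fold below water in 387 and at least 2-fold below SWNTs in 241. These counts, too, describe a cluster picked on the same samples for its PEI-SWNT values. The cluster held between 469 and 1020 genes in the 20 fits that each left out 1 sample.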

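Of the 1043 genes in the high cluster, 993 were called up-regulated with PEI-SWNTs, 402 with SWNTs and 270 with water, and 46 were down-regulated with water. Of the 723 genes in the low cluster, 668 were called down-regulated with PEI-SWNTs, 127 with SWNTs and 63 with water, and 58 were up-regulated with water. In the high cluster the median difference between SWNTs and water was 0.27 (log2), and between PEI-SWNTs and SWNTs 1.07.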

We conducted a Gene Set Enrichment Analysis (GSEA) [38] with these PEI-SWNT specific genes. This powerful analytical method incorporates the degree of gene expression changes in its statistical analysis to produce a quantitative normalized enriched score (NES). This NES represents how a specific gene set (e.g. hypoxia response genes) is enriched in the most up-regulated (positive NES) or most down-regulated (negative NES) genes in a transcriptomic profile used as query (in this case, PEI-SWNT specific genes). GSEA using biological process GOs showed that up-regulated PEI-SWNT-specific genes are enriched in genes related to biotic and abiotic stress responses, defense responses, senescence, and programmed cell death. 

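The genes that Table S4A prints for these categories were all higher with PEI-SWNTs than in non-infiltrated leaves. For the 39 defense response genes it prints, of a longer list, the median log2 fold change was 1.77 with water, 2.54 with SWNTs and 4.90 with PEI-SWNTs. For 19 leaf senescence genes it was 0.85, 1.80 and 3.11, and for 18 programmed cell death genes 1.01, 1.50 and 2.84. PEI-SWNTs exceeded SWNTs with an adjusted p under 0.05 in 38 of the defense, 17 of the senescence and 16 of the cell death genes. These are the genes that contributed most to the paper's enrichment scores on the same samples, so their rise is not a separate test, and the enrichment itself was not recomputed because the gene sets are not used here. YLS9, in both the defense and senescence lists, had 16.7 ± 0.95 CPM (SD, n = 5) with PEI-SWNTs, 0.784 ± 0.203 with SWNTs and 0.361 ± 0.078 with water. CRK13 (AT4G23210), in the cell death list, had 6.17 (standard error 0.35, adjusted p = 2.8e-11) with PEI-SWNTs and 2.48 (standard error 0.33, adjusted p = 3.2e-05) with water (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); 10.7% of its 100-base exon windows also occur elsewhere in the genome, so some of its reads could belong to another gene. The chitinase gene EP3 (AT3G54420), of which 75.0% overlaps an antisense gene, rose least in that list, with 1.96 (standard error 0.30, adjusted p = 1.1e-05).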

Down-regulated genes are involved in amino acid and glycosinolate biosynthesis (Fig. 2B; Additional file 4: Table S4A). These results further confirm that PEI-SWNTs induce a programmed cell death response in leaves, in a process that involves metabolism suppression.

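Of the 7 amino acid biosynthesis genes printed in Table S4A, all 7 were down-regulated with PEI-SWNTs, with median log2 fold changes of −1.88 with water, −1.15 with SWNTs and −2.83 with PEI-SWNTs. For the 14 glucosinolate biosynthesis genes the medians were −1.95, −1.31 and −3.14. PEI-SWNT levels were below SWNT levels with an adjusted p under 0.05 in all 7 and in 12 of the 14, and below water levels in 5 and 9. Between SWNTs and water, 0 genes of either list differed at that threshold. The aspartate kinase gene AK3 (AT3G02020), of which 49.7% overlaps an antisense gene, fell most among the amino acid genes, with −3.79 (standard error 0.66, adjusted p = 6.0e-05), and IGMT5 (AT1G76790), which overlaps an antisense gene over 5.18% of its exons, among the glucosinolate genes, with −4.41 (standard error 0.76, adjusted p = 5.1e-05) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group).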

**Fig. 2:**
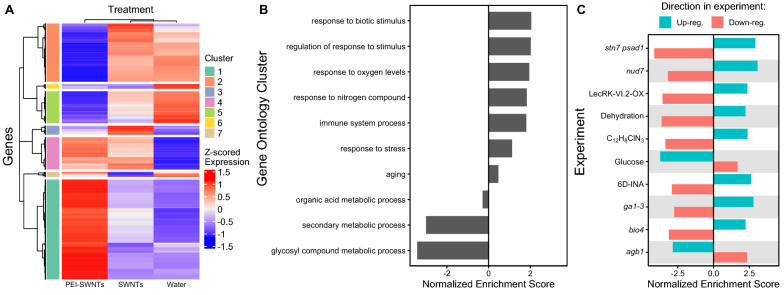
PEI-SWNT responding genes are involved in stress responses, immune system, and programmed cell death. **A** Gene expression heatmap of genes with statistically significant two-fold expression change in at least one of the three treatments, compared to non-infiltrated samples. Clusters 1 and 2 show PEI-SWNT specific up- and down-regulated genes. **B**, **C** Gene Set Enrichment Analysis of Cluster 1 and 2 genes using Biological Process Gene Ontology categories (**B**), and Arapath and PlantGSEA databases (**C**). Up- or down-regulation genes in the original experiment were used as independent gene sets to calculate their normalized enriched score. Details corresponding to each experiment can be found in Additional file 4: Table S4C

We also compared the transcriptomic profile of the PEI-SWNT specific genes with other publicly available genome-wide transcriptomic experiments (AraPath and PlantGSEA [39, 40]) to find similar profiles that would give us more insight on which processes are involved in the plant response to PEI-SWNTs. This analysis revealed that the expression pattern observed in response to PEI-SWNTs is similar to stress, senescence, and defense responses generated by very different stimuli (Fig. 2C; Additional file 4: Table S4B). 

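The paper's Table S4B prints the genes that tie each published profile to PEI-SWNTs, shortened to 39 for the longer ones. For the genes raised in *stn7 psad1* double mutants, the median log2 fold change against non-infiltrated leaves was 5.32 with PEI-SWNTs, 2.63 with SWNTs and 1.78 with water. For those raised in *nudt7* mutants it was 6.00, 2.89 and 1.96, and for those raised by over-expression of LecRK-VI.2 it was 4.56, 2.16 and 1.33. The genes raised in *bio4* mutants had medians of 4.38, 2.37 and 1.63, and those raised in *agb1* mutants 4.53, 2.31 and 1.77. In each of these 5 lists, all 39 genes were up-regulated with PEI-SWNTs, at least 27 were also up-regulated by water alone, and at least 37 were higher with PEI-SWNTs than with SWNTs at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group).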

Among the most similar transcriptomic profiles, we can find several profiles of *Arabidopsis* mutant plants with altered defense responses, like *stn7 psad1* double mutants defective in photosynthesis acclimation [41], *nud7* mutants with higher levels of reactive oxygen species [42], plants over-expressing a lectin receptor kinase that constitutively activates immune responses (LecRK-VI.2) [43], *bio4* biotin defective mutants that show spontaneous cell death [44] or *agb1* plant defense signaling heterotrimeric G-protein mutants [45]. Also, PEI-SWNT-induced transcriptomic changes were similar to those of plants treated with chemicals that trigger defense responses like the salicylic acid analog 2,6-dichloroisonicotinic acid [46] or the slow xenobiotic response inducer 4-chloro-6-methyl-2-phenylpyrimidine [47]. 

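Of the 39 printed genes raised by 2,6-dichloroisonicotinic acid, all were up-regulated with PEI-SWNTs and with SWNTs and 34 with water, with median log2 fold changes of 5.23, 2.70 and 1.80. Those raised by 4-chloro-6-methyl-2-phenylpyrimidine had medians of 4.47, 2.28 and 1.78, and 35 of the 39 were higher with PEI-SWNTs than with SWNTs (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lists hold the genes that the paper's test selected from these samples.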

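For 26 genes raised by dehydration, the median log2 fold change against non-infiltrated leaves was 1.42 with water, 1.95 with SWNTs and 3.47 with PEI-SWNTs, and all 26 were up-regulated with PEI-SWNTs. For 34 genes raised by glucose it was −0.98, −0.88 and −1.85; all 34 were down-regulated with PEI-SWNTs, 16 also with water and 11 with SWNTs. PEI-SWNTs differed from SWNTs with an adjusted p under 0.05 in 18 of the dehydration genes and 28 of the glucose genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group).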

Likewise, the PEI-SWNT specific gene expression pattern was similar to that of plants under dehydration [48] and opposite to those of plants treated with glucose [49], suggesting that PEI-SWNT specific genes are involved in responses to metabolic stress (Additional file 4: Table S4C). Furthermore, GSEA of genes specifically differentially expressed in response to both SWNTs and PEI-SWNTs (Fig. 2A, Clusters 4 and 6, up- and down-regulated, respectively) showed highly similar results to the GO over-representation analysis, with response to stress, biotic stimulus and hypoxia being enriched in the up-regulated genes (Additional file 2: Table 2B). In summary, GSEA using GO and publicly available experiments indicate that the leaf response to treatment with PEI-SWNTs involves stress, immunity, and senescence-related genes.

Finally, we also compared the PEI-SWNT response to profiles of *Agro*-infiltrated *Arabidopsis* plants, the most widely used technique for transient gene expression in plants [50]. 

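Table S4D gives 4 lists of genes raised by *Agrobacterium* that contribute to the enrichment, with 71 genes between them; 1 of the lists is printed shortened. All 71 were up-regulated with PEI-SWNTs, 66 with SWNTs and 55 with water, with median log2 fold changes against non-infiltrated leaves of 4.60, 2.17 and 1.70. In 66 of the 71, PEI-SWNTs exceeded SWNTs with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). The lists hold only genes that rose in both experiments, so the direction here is set by how they were drawn.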

We observed a weak but statistically significant enrichment of genes that are up-regulated at 24 h and 48 h in response to virulent and avirulent *Agrobacterium* strains (Additional file 4: Table S4D). Up-regulated PEI-SWNT-responding genes that are also up-regulated in response to *Agrobacterium* are mainly involved in detoxification and senescence (e.g., *PCR2*, involved in Zinc detoxification; and *FRK1,* Flagellin/Senescence induced receptor-like kinase1). Conversely, we did not detect an enrichment of agrobacterium down-regulated genes in PEI-SWNT down-regulated genes. 

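PCR2 (AT1G14870) lies on chromosome 1 of TAIR10.1 from 5128344 to 5129731 (reverse strand) and has 3 exon blocks. Its log2 fold change against non-infiltrated leaves was 1.48 (standard error 0.33, adjusted p = 0.00214) with water, 2.64 (standard error 0.31, adjusted p = 2.8e-06) with SWNTs and 5.40 (standard error 0.30, adjusted p = 2.3e-11) with PEI-SWNTs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). FRK1 (AT2G19190) lies on chromosome 2 from 8326049 to 8329944 (reverse strand), with 2.56% of its exon sequence under a gene on the opposite strand, and went from 0.268 ± 0.20 CPM (SD, n = 5) in non-infiltrated leaves to 1.00 ± 0.502 with water, 2.40 ± 1.20 with SWNTs and 54.7 ± 12.1 with PEI-SWNTs. PEI-SWNTs exceeded SWNTs by a log2 fold change of 4.53 (standard error 0.32, adjusted p = 6.0e-09) for FRK1 and 2.76 (standard error 0.25, adjusted p = 9.7e-08) for PCR2 in the same test.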

Our comparison suggests that the plant response to PEI-SWNT treatment is only partially similar to *Agrobacterium* response.

### PEI is the main cause of toxicity in functionalized PEI-SWNTs

Our results thus far highlight the importance of nanoparticle surface chemistry on inducing differential gene expression patterns in nanoparticle-treated leaves. Specifically, as we observed that PEI-SWNT treatments elicited a much larger transcriptional reprogramming than SWNT treatments, we hypothesized that this difference could be caused by the surface-functionalization of SWNTs with PEI. To better characterize the plant response to PEI-SWNTs, we conducted a more detailed experiment in which we infiltrated increasing concentrations of PEI-SWNTs into *Arabidopsis* leaves. We selected three PEI-SWNT specific genes with large expression changes from the up-regulated Cluster 1 (*PR1*, *CHX17* and *PAD3*) and the down-regulated Cluster 2 (*AGP41*, *At3g54830* and *NAI2*), and used these genes as molecular markers to probe the PEI-SWNT concentration-dependent response 48 h post-infiltration (Fig. 3A). 

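In the RNA-seq samples at 50 mg/L, PR1 (AT2G14610), on chromosome 2 of TAIR10.1 from 6241640 to 6242541 (reverse strand), went from 0.462 ± 0.259 CPM (SD, n = 5) in non-infiltrated leaves to 79.8 ± 20.8 with PEI-SWNTs, a log2 fold change of 7.41 (standard error 0.38, adjusted p = 7.8e-12). With water it had 0.286 ± 0.368 and with SWNTs 0.222 ± 0.124 CPM, neither distinguishable from non-infiltrated leaves at 0 to 22 counts per sample. CHX17 (AT4G23700), on chromosome 4 from 12342376 to 12346051 (reverse strand), rose by 5.57 (standard error 0.40, adjusted p = 6.6e-10), and PAD3 (AT3G26830), on chromosome 3 from 9887917 to 9889791 (forward strand), by 4.21 (standard error 0.68, adjusted p = 2.5e-05). Of the markers that fell, AGP41 (AT5G24105), on chromosome 5 from 8151907 to 8153007 (forward strand), had −3.64 (standard error 0.41, adjusted p = 3.0e-07), AT3G54830, on chromosome 3 from 20311901 to 20315887 (reverse strand), −3.43 (standard error 0.32, adjusted p = 2.8e-08), and NAI2 (AT3G15950), on chromosome 3 from 5397541 to 5402653 (reverse strand), −3.06 (standard error 0.22, adjusted p = 7.0e-10) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 5 per group). NAI2 was also lower with SWNTs than in non-infiltrated leaves, with −0.55 (standard error 0.20, adjusted p = 0.032), while the other 5 markers had an adjusted p above 0.05 with SWNTs and all 6 did with water. With each sample left out in turn, the log2 fold change with PEI-SWNTs stayed between 3.88 and 4.86 for PAD3 and between −4.59 and −3.37 for AGP41.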

Leaves of plants treated with high concentrations of PEI-SWNTs (25 and 50 mg/L) showed some visible damage, especially around the infiltration area, indicating that higher PEI-SWNT concentrations are more toxic to the plant (Fig. 3B). We next measured mRNA expression levels of the six marker genes by RT-qPCR in these samples and observed a clear correlation of their expression proportional to PEI-SWNT concentration. Expression of Cluster 1 genes increased with PEI-SWNTs concentration, while expression of Cluster 2 genes decreased (Fig. 3C). PEI-SWNTs were loaded with plasmid DNA, but the exogenous DNA does not seem to be the cause of toxicity as leaves infiltrated with no-DNA PEI-SWNTs showed very similar gene expression to plants infiltrated with DNA loaded PEI-SWNTs (Fig. 3C). Importantly, COOH-SWNTs, the starting material used for PEI-SWNT functionalization, did not cause any significant change in gene expression even when infiltrated at very high (50 mg/L) concentrations (Fig. 3C). We performed an additional experiment in which we infiltrated Arabidopsis leaves with free PEI and we observed even clearer signs of toxicity compared to PEI-SWNT infiltration (Additional file 1: Fig. S2). These results clearly indicate that PEI is the main causative factor of gene expression changes in plants exposed to PEI-SWNTs.

**Fig. 3:**
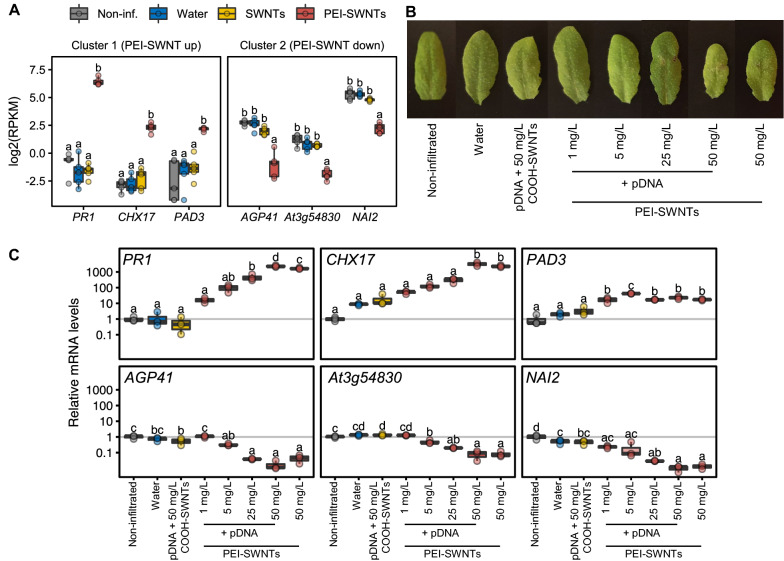
PEI is the main cause of toxicity in PEI-SWNTs. **A** RNA-seq data for three selected genes from Clusters 1 and 2. Each dot represents a biological replicate (n = 5). **B** *Arabidopsis* leaves 48 h post infiltration with COOH-SWNTs and various concentrations of PEI-SWNTs. **C** mRNA levels of the selected genes measured by RT-qPCR in leaves of plants infiltrated as in **B**. The lower and upper hinges of the boxplot correspond to the first and third quartiles, the upper and lower whiskers correspond to the largest value no further than 1.5 times the inter-quartile range. Statistical significance was determined by one-way ANOVA with post-hoc Tukey HSD test. Letters denote significant differences among means (n = 3)

### Persistent PEI-SWNT specific response leads to leaf damage

In our initial experiments, we studied the response to PEI-SWNTs at relatively short times after infiltration (48 h). To gain better insight into the long-term effects of PEI-SWNTs infiltration, we performed a time course experiment where we infiltrated low (1 mg/L, equivalent to the dose used in standard delivery experiments) and high (50 mg/L) concentrations of PEI-SWNTs, and collected samples 2-, 4-, 6- and 8-days post infiltration (dpi). Again, we detected some leaf damage in 50 mg/L infiltrated samples by the 2-dpi time point. This damage increased as time advanced, with slight leaf chlorosis and evident cell death around the infiltration area at the later time points, indicative of a strong stress response (Fig. 4A). These symptoms were not apparent in 1 mg/L PEI-SWNT infiltrated leaves, suggesting that low PEI concentrations do not elicit this toxic response over time. We measured expression levels of the 6 marker genes by RT-qPCR at each time-point. The measured expression patterns were consistent with our previous results at 2-dpi, whereby 50 mg/L PEI-SWNTs induced larger expression changes than 1 mg/L PEI-SWNTs. Expression of up-regulated genes (*PR1*, *CHX17* and *PAD3*) decreased over time for both treatments, with 50 mg/L samples always showing higher levels than 1 mg/L. At 6-dpi, expression levels of these genes in 1 mg/L samples returned to values close to basal levels (non-infiltrated samples) indicating that the response to low concentration of PEI-SWNTs had subsided. Conversely, even at 8-dpi, expression in 50 mg/L samples was still higher than non-infiltrated samples. RT-qPCR analysis of down-regulated genes (*AGP41*, *At3g54830* and *NAI2*) showed similar trends, albeit with a more variable expression pattern at later timepoints. *AGP41* showed a stable pattern, with greater downregulation in 50 mg/L samples than in 1 mg/L samples at every time point, recovering to basal levels in 1 mg/L samples at 8-dpi. Meanwhile, *At3g54830* and *NAI2* were down-regulated at 2-dpi, up-regulated at 4-dpi in 50 mg/L samples, and down-regulated again at later time points. Their expression in 1 mg/L samples decreased at 4-dpi and recovered to basal levels at 6- and 8-dpi (Fig. 4B). These results suggest that a prolonged activation of PEI-SWNT specific genes generates a more severe and irreversible programmed cell death response.

**Fig. 4:**
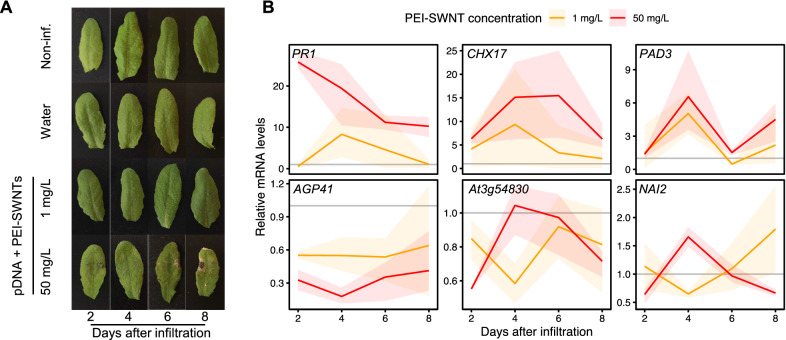
Persistent PEI-SWNT specific gene response leads to severe leaf damage. **A** *Arabidopsis* leaves infiltrated with different PEI-SWNTs concentrations. Images taken two, four, six and eight dpi. **B** mRNA levels of selected marker genes at different time points after infiltration. mRNA levels are normalized to non-infiltrated samples at the corresponding time point (represented by a grey line). Each colored line represents the average mRNA levels at each time point and the faded band represents a 95% confidence interval (n = 3)

### Identification of biocompatible functionalized SWNTs

Our results demonstrate that toxicity generated by PEI in PEI-SWNTs can become a limiting factor when high concentrations of PEI-SWNTs are required to ensure efficient biomolecule delivery. To find more biocompatible SWNT surface chemistries we infiltrated *Arabidopsis* leaves with several PEI polymer variants covalently bound to SWNTs with similar zeta potential and DNA binding capabilities to PEI –SWNTs [51]. We infiltrated 50 mg/L of SWNTs functionalized with low molecular weight linear PEI (800 Da; L-PEI 800), hydrophobically modified branched PEI (25–30 kDa; H-PEI) and high molecular weight branched PEI (750 kDa; PEI 750 k). We included unfunctionalized COOH-SWNTs and branched PEI-SWNTs (25 kDa; PEI) as negative and positive toxicity controls, respectively (Fig. 5A). We measured mRNA levels of the 6 toxicity marker genes 2-dpi and found that L-PEI 800 showed an expression pattern very similar to COOH-SWNTs (Fig. 5B), indicating that SWNTs functionalized with this polymer are more biocompatible than PEI-SWNTs. H-PEI showed a similar pattern to PEI, while PEI 750 k showed a lower degree of toxicity.

**Fig. 5:**
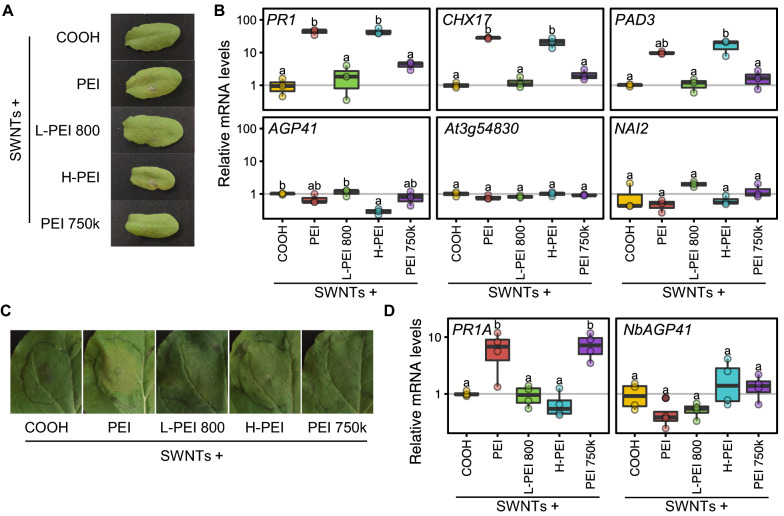
Low molecular weight linear PEI functionalized SWNTs are more biocompatible than PEI-SWNTs. **A** *Arabidopsis* leaves infiltrated with COOH-SWNTs and SWNTs functionalized with different polymers 2-dpi. **B** mRNA levels of the selected marker genes measured by RT-qPCR in leaves of plants infiltrated as in **A**. **C** *Nicotiana benthamiana* leaves 2-dpi with the same SWNT preparation as in **A**. **D** mRNA levels of *Nicotiana PR1* and *AGP41* ortholog genes measured by RT-qPCR in leaves of plants infiltrated as in **C**. mRNA levels are normalized to COOH-SWNTs. The lower and upper hinges of the boxplot correspond to the first and third quartiles, the upper and lower whiskers correspond to the largest value no further than 1.5 times the inter-quartile range. Statistical significance was determined by a one-way ANOVA with post-hoc Tukey HSD test. Letters denote significant differences among means (n = 3 for *Arabidopsis* and n = 4 for *Nicotiana*)

Lastly, to probe whether our biocompatibility results from *Arabidopsis* would be applicable to other plant species, we tested the response of *Nicotiana benthamiana* to our polymer-SWNTs. *Nicotiana* is another model plant species that was used to develop the PEI-SWNT delivery technique [32], and is an extremophile [52] that tolerates abiotic stresses better than *Arabidopsis*. We identified the *Nicotiana* orthologs of *Arabidopsis PR1* and *AGP41* (*PR1A* and *NbAGP41*) and used them as molecular markers of toxicity. With the same panel of polymer-SWNTs, we measured their mRNA levels 2-dpi. We only observed slight chlorosis in PEI-SWNT infiltrated samples (Fig. 5C). As in *Arabidopsis*, L-PEI 800-SWNTs showed an expression pattern very similar to that of COOH-SWNTs, indicating that this polymer also does not elicit a further stress response in *Nicotiana* (Fig. 5D). Surprisingly, *PR1A* levels after H-PEI- and PEI 750 k-SWNTs infiltration were the opposite of what we observed in *Arabidopsis*: H-PEI-SWNTs seemed to be well tolerated in *Nicotiana*, while PEI 750 k-SWNTs induced a similar response to PEI-SWNTs. These results suggest that there might exist species-specific responses to different SWNT formulations, highlighting the importance of adapting SWNTs functionalization to the species being targeted to maximize biocompatibility. We propose that the data obtained in our RNA-seq experiment can be used as a starting point for the identification of molecular markers that guide generation of nanoparticle-based biotechnologies with enhanced biocompatibility in plants.

## Discussion

Biomolecule delivery and metabolite sensing by carbon-based nanoparticles, such as SWNTs, have emerged as promising technologies to monitor plant health [26, 28], enable precise gene downregulation (siRNA delivery [30, 33]) and transient gene expression (plasmid DNA delivery by PEI-functionalized nanomaterials [32, 34]). One main advantage of nanoparticle-based biomolecule delivery is that the mechanism by which these nanomaterials penetrate the cells is species-independent [53], and thus, they can be used in plant species recalcitrant to current delivery methods. Present knowledge on plant-nanomaterial interactions focuses mainly on nanomaterials applied to soil or plant growth medium [1, 54]. Understanding the mechanistic basis of how plants react to nanomaterials such as PEI-SWNTs once they are inside the cell, and identifying the key components of nanoparticles that generate bioincompatible outcomes, is crucial to inform rational improvement of these new technologies.

In this work we implement high-throughput sequencing to provide evidence that the infiltration of SWNTs produces a stress response in plants related to hypoxia, immune system activation, and senescence. This reaction is very similar to the response to the infiltration process itself and is well-tolerated by the endogenous detoxifying mechanisms of the plant. Previous studies in which much higher SWNT concentrations were infiltrated into *Arabidopsis* leaves (250 mg/L, five-fold the highest concentration used in our study) did not detect any macroscopic change either, suggesting that SWNTs can be well tolerated by plants [15]. Even at these high concentrations, transient activation of reactive oxygen scavenging mechanisms seem to be sufficient to eliminate any temporal toxic effects caused by nanomaterials [15].

However, these stress responses are greatly exacerbated by the presence of PEI in functionalized SWNTs, the main cause of toxicity when high concentrations of PEI-SWNTs are infiltrated. To our knowledge, no PEI toxicity studies have been reported in plants. We observed that PEI-SWNT specific responses are concentration-dependent and when sustained over time, lead to visible tissue damage in tissues exposed to a high concentration of PEI-SWNTs. PEI exerts a wider transcriptional reprogramming that leads to metabolism suppression and programmed cell death in the infiltrated areas. These responses are only partially similar to those elicited by other commonly used nucleic acid delivery techniques, such as agroinfiltration [50], indicating that these PEI-SWNT-induced responses are specific to nanomaterial functionalization. Most importantly, these results highlight that nanoparticle surface chemistry, moreso than the nanoparticle itself, can drive the biocompatibility or lack thereof of SWNT-based plant biotechnologies, a finding that may be extendible to other nanoparticle types.

Generally, nanoparticle-mediated biomolecule delivery is less efficient than conventional biotic delivery methods such as *Agro-*infiltration. Our results highlight that this lower efficiency cannot be overcome by simply increasing the amount of delivered PEI functionalized nanoparticles, as they show toxic effects when plants are treated with high concentrations. Thus, to identify more biocompatible SWNT preparations, we measured the response of marker genes identified in our transcriptomic analysis to SWNTs functionalized with a panel of cationic polymers. We observed that in *Arabidopsis*, low molecular weight linear PEI resulted in a lower toxicity response, suggesting this functionalization as a viable alternative to the currently used PEI. It is interesting that the low stress response to L-PEI 800 observed in *Arabidopsis* is conserved in *Nicotiana*, suggesting that this polymer’s uniquely small size and lower amine density plays a key role in not triggering stress response pathways across plant species. Similarly, the response to PEI-750 k is conserved across both species tested. Counterintuitively, we attribute the relatively low toxicity of this polymer to its large size, which may limit its ability to internalize in cells. Further characterization of PEI-750 k-functionalized SWNTs cellular location is needed to ascertain the mechanism underlying this unexpected response. Separately, the species-specific response to H-PEI supports the importance of hydrophobicity in nanomaterial interactions with aqueous cellular components. We hypothesize that the lack of response in *Nicotiana* could be attributed to alternate mechanisms for managing hydrophobic substances or a response through a different pathway that does not involve the *PR1A* gene. For instance, proteins and other biomolecules can adsorb to nanomaterials forming a bio-corona [55–57], and its composition can change depending on the nanomaterial [58] and its functionalization [59]. Currently, studies of nanomaterial-corona formation in plants are scarce [60–62]. Species-specific bio-corona formation or other yet unidentified factors could account for the difference in stress response we observed, and further highlights the need for more studies using different nanomaterials and plant species to inform tailored nanomaterial functionalization.

Interestingly, when these stress responses were activated at lower levels by low concentrations of PEI-SWNTs, they were well tolerated by plants for several days. It remains to be studied if this temporal response could prime plants to better resist later biotic or abiotic stresses. Indeed, the observed PEI-SWNT response is similar to the one elicited by defense-priming agrichemicals used to confer long-lasting resistance to biotic [46] and abiotic stresses [47]. This opens the possibility of using low PEI-SWNT concentrations as stress-priming treatments. Development of new scalable and cost-efficient methods for SWNT synthesis would make this feasible in the future [63]. In fact, silica nanoparticles have recently been shown to enhance disease resistance through salicylic acid-mediated systemic acquired resistance [64]. Further work studying these and longer-term effects of PEI-SWNTs on plants are needed to explore this possibility.

The framework described in this work (transcriptomic profiling, marker identification and concentration/time/functionalization-dependent response validation) could be adapted to study the plant responses to other agronomically-relevant nanomaterials with promising applications in different plant species. Once nanomaterial-plant interactions are better characterized, rational design of more biocompatible functionalized nanomaterials can be achieved for a broad range of plant biotechnology applications.

## Materials and methods

### Nanomaterial preparation and characterization

ssRNA-adsorbed SWNTs were prepared as described in [30]. Plasmid DNA adsorbed PEI-SWNTs were prepared as described in [29]. Free PEI (Sigma, cat. 408727) was dissolved in water and the same amount of plasmid DNA loaded onto PEI-SWNTs was added, obtaining a final PEI concentration of 627 ng/µL. Other polymer-SWNTs were prepared as described in [51]: COOH-SWNTs were added to water in a 1 mg:1 mL ratio and dispersed via bath (10 min) and probe-tip (30 min,  ~ 30–40 W) sonication. The resulting solution was centrifuged at 18,000*g* for 1 h. Afterwards, the supernatant was collected, and the concentration was measured via absorbance at 632 nm with an extinction coefficient of 0.036. COOH-SWNT (1 mg) was dispersed in 100 mM MES buffer and adjusted to a pH of 4.5–6. *N*-(3-dimethylaminopropyl)-*N*ʹ-ethylcarbodiimide hydrochloride (EDC) (5 mg) and *N*-hydroxysulfosuccinimide sodium salt (NHS) (5 mg) were dissolved in 100 mM MES solution (2.5 mL) and added dropwise to the SWNT mixture while stirring. The solution was bath sonicated for 15 min and then placed on an orbital shaker at 100 rpm for 45–60 min. The product was then washed three times with 0.1× PBS via spin filtration at 300xg for ~ 8 min through a 100 K MWCO filter. Each polymer (20 mg) was dissolved in 0.1× PBS and adjusted to a pH between 7.4–7.6. The SWNT solution was added dropwise to the polymer solution while stirring. The pH was adjusted to a range of 7–8 and the solution was placed on an orbital shaker at 180 rpm overnight. The resulting product was redispersed via probe-tip sonication (if significantly aggregated) and washed six times with water via spin filtration at 1000 g through a 100 K MWCO filter (1–20 min each, depending on the polymer). The product was resuspended via bath and probe-tip sonication, centrifuged, and the supernatant was collected. Elemental analysis (C, H, N) was performed at the Microanalytical Laboratory at the University of California, Berkeley on a Perkin Elmer 2400 Series II combustion analyzer. Based on the Pregl-Dumas method, samples are combusted in a pure oxygen environment, with the resultant combustion gases measured in an automated fashion. The degree of functional groups was calculated by determining the total mass of N atoms in a branched PEI molecule (estimated as 580.5 PEI monomers per 25 kDa molecular weight branched PEI polymer molecule) divided by the total N content of the product. This value was then divided by the remaining C content of the product.

### RNA-seq sample collection and preparation

Wild-type Columbia-0 *Arabidopsis thaliana* and wild-type *Nicotiana benthamiana* plants were grown in the greenhouse and in a HiPoint 740FHLED growth chamber, respectively, under the following conditions: 24 °C high and 21 °C low, 16 h light and 8 h dark, and 70% average humidity. Young leaves [65] of 6-week old wild-type Col-0 *Arabidopsis* plants in vegetative stage were selected to be fully infiltrated (approx. vol. 40 µL) with a 1 mL needleless syringe (BD, cat. no. 14-823-434) loaded with water, COOH-SWNTs (50 mg/L), SWNTs (50 mg/L), PEI-SWNTs (50 mg/L) or the panel of polymer-SWNTs (50 mg/L). The SWNT concentration was measured via absorbance at 632 nm with an extinction coefficient of 0.036. The third and fourth leaves of 4-week-old *Nicotiana* plants were infiltrated in the same way. Two days after infiltration, five biological replicates containing four *Arabidopsis* leaves of each treatment from different plants and from non-treated plants were collected. For *Nicotiana*, a 1 cm by 1 cm infiltrated area was collected for each biological replicate. Samples were collected in a 2 mL Eppendorf tube with two 3.2 mm chrome steel beads (RPI, cat. no. 9840) and flash frozen in liquid N_2_ immediately. Frozen samples were ground in a Mini-beadbeater (Biospec Products, cat. no. 3110Bx) tissue homogenizer for 5 s at 25 Hz frequency, twice.

RNA was extracted using RNeasy Plant Mini Kit (Qiagen cat. 74904) using RNase-Free DNase (Qiagen cat. 79254) following manufacturer instructions. Total RNA concentration was measured using the Qubit™ RNA BR Assay Kit (Thermo Fisher). RNA quality was checked using a 2100 Bioanalyzer with RNA 6000 Nano Kit (Agilent). RNA integrity number (RIN) scores were confirmed to be > 8. Libraries were prepared using Kapa Biosystems library preparation kit with mRNA selection with poly-A magnetic beads. Libraries were pooled and sequenced on an Illumina NovaSeq S4 flow cell in a NovaSeq 6000 Platform with 150 paired end reads. On average, 29.5 million reads per sample were obtained. Sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [66].

### Sequencing data analysis

Raw reads were pre-processed using FastQC, and Trimmomatic was used to trim low quality reads [67]. HI-SAT2 was used to map the reads to the *Arabidopsis* genome (TAIR10) using default values [68]. FeatureCounts was used to assign reads to *Arabidopsis* transcripts (TAIR10) [69]. These steps were performed using the public server at usegalaxy.org [70]. Further analysis was performed in R [71]. edgeR was used to identify differentially expressed genes [72]. Briefly, genes with average RPKM values below one were removed from the analysis, then a model matrix was built to compare all the treatments against the non-infiltrated samples, and quasi-likelihood dispersion estimation and hypothesis testing were performed. Genes with a statistically significant (FDR < 0.05) two-fold expression change in at least one of the treatments with respect to the untreated samples were selected for further analysis. The ggupset R package was used for Fig. 1B. Gene Ontology Enrichment Analyses were performed using the clusterProfiler package [73] with GO annotations from org.At.tair.db version 3.11.4. GSEA analysis was performed using the fgsea package [74] with GO annotations or experimental databases Arapath [39] and PlantGSEA [40]. GO were aggregated by hierarchical clustering using relevance semantic similarity [75] and the most common ancestor term with the highest information content was selected as the representative GO term for each cluster. The 10 top experiments in Arapath and PlantGSEA databases with the highest positive NES in PEI-SWNT up-regulated genes and negative NES in PEI-SWNT down-regulated genes were selected for analysis. To identify gene clusters, row Z-scored log2(fold change) values were clustered using Pearson’s correlation as distance and a complete agglomeration method, and represented using ComplexHeatmap package [76].

### RNA expression analyses

RNA was extracted from 100 mg of ground leaves following the protocol described in [77] with certain modifications. We used TRIzol (Thermo cat. 15596026) instead of phenol and Phasemaker tubes were used to separate the aqueous phase (Thermo cat. A33248). 10 µg of total RNA were treated with TURBO DNase I (Thermo cat. AM2238) and cDNA was synthetized using 1 µg RNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo cat. 4368814). PowerUP SYBR Green Master Mix (Thermo cat. A25741) was used for RT-qPCR using three technical replicates per reaction in a CFX96 Touch Real-Time PCR Detection System (Biorad). Primers are described in Additional file 5: Table S5. 

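The 13 Arabidopsis primer pairs were placed on the transcripts of TAIR10.1, and each pair matched the transcript of its gene, with products of 61 to 198 bases. Of the products, 7 cross an intron and 6 lie within 1 exon, where genomic DNA would give a product of the same size. In 10 pairs each primer matches the genome at 1 place; the other 3 pairs have a primer that spans an exon junction and so has no uninterrupted match in the genome. The PR1 product covers chromosome 2 from 6242026 to 6242194, within the single exon of the gene. The CHX17 product reaches over chromosome 4 from 12345528 to 12345928, 401 bases of genome for 137 bases of mRNA. The PAD3 product lies on chromosome 3 from 9887978 to 9888094 and the AGP41 product on chromosome 5 from 8152149 to 8152642. The products of AT3G54830 (chromosome 3 from 20313191 to 20313378) and NAI2 (chromosome 3 from 5400808 to 5401548) touch 2 and 4 exons. The product of SAND, the Arabidopsis reference gene, is on chromosome 2 from 12139906 to 12140069.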

*SAND* and *EF1a* genes were used as reference for *Arabidopsis* and *Nicotiana*, respectively [78]. For experiments in *Nicotiana* we identified the closest orthologs of *Arabidopsis* genes using their protein sequence as input in the solgenomics BLAST tool against the *Nicotiana benthamiana* genome [79]. We used the sequence of Niben101Scf00107g03008.1 (*PR1A*) and Niben101scf01817g00015.1 (*NbAGP41*).

## Supplementary Information

**Additional file 1: Table S1. **Elemental analysis of PEI-SWNTs and source materials used in this study. Mass percentage of each element is reported. Degree of functionalization (DFG) refers to the fraction of carbons on the surface lattice that contain a branched PEI 25 k functional group, calculated as described in the methods section. This DFG represents a 12.54 PEI to SWNT ratio by mass (i.e., 50 ng of PEI-SWNTs contain 627 ng of PEI). **Figure S1. **Validation of RNA-seq data by RT-qPCR. (A) Normalized log2(RPKM) values for selected genes from Clusters 1 and 2 (PEI-SWNT specific genes) and Clusters 4 and 6 (SWNT specific genes) from RNA-seq data. (B) mRNA levels of same genes as in (A) measured by RT-qPCR. The lower and upper hinges of the boxplot correspond to the first and third quartiles, the upper and lower whiskers correspond to the largest value no further than 1.5 times the inter-quartile range. Statistical significance was determined by a one-way ANOVA with post-hoc Tukey HSD test. Letters denote significant differences among means (n = 5 in A and n = 3 in B). **Figure S2. **Infiltrated free PEI is more toxic than when conjugated to SWNTs. (A) Arabidopsis leaves infiltrated with water, free PEI (627 ng/µL) and PEI-SWNTs (50 ng/µL) 2-dpi. (B) mRNA levels of the selected marker genes measured by RT-qPCR in leaves of plants infiltrated as in (A). The lower and upper hinges of the boxplot correspond to the first and third quartiles, the upper and lower whiskers correspond to the largest value no further than 1.5 times the inter-quartile range. Statistical significance was determined by a one-way ANOVA with post-hoc Tukey HSD test. Letters denote significant differences among means (n = 3).

**Additional file 2: Table S2.** Genes that showed a statistically significant (FDR < 0.05) two-fold expression change with respect to the non-infiltrated samples in at least one treatment.

**Additional file 3: Table S3.** Gene Ontology over-representation analysis of differentially expressed genes in different treatments.

**Additional file 4: Table S4.** Gene Set Enrichment Analyses.

**Additional file 5: Table S5.** Primers used in RT-qPCR reactions.

## Data Availability

Sequencing dataset supporting the conclusions of this article is available in the Gene Expression Omnibus repository [66], under GEO Series accession number GSE172278.

How the deposited data were processed for this re-analysis (not part of the article)

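RNA was measured in 20 samples of Arabidopsis leaves, 5 biological replicates in each of 4 groups: non-infiltrated, infiltrated with water, infiltrated with SWNTs and infiltrated with PEI-SWNTs. The paper's RT-qPCR, its concentration series, its polymer comparison and its Nicotiana experiments were not analysed here. The group and replicate number of each sample came from the sample labels.

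The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 at default settings to the TAIR10 genome and obtained counts per gene with featureCounts; the deposited counts are raw and not normalized. The versions of these tools, the strand setting and the treatment of reads that map to several places are not stated. In a second deposited table, the authors give log2 fold changes of each treatment against non-infiltrated leaves and an average log2 CPM, from edgeR after removing genes with an average RPKM below 1. For the joint test of the 3 treatments, the authors give a score, the F statistic of edgeR's quasi-likelihood test. Beside it, the authors give its p-value and the adjusted p-value. The same deposited table holds gene lengths in base pairs, of which 16064 of the 16068 that could be compared equal the exon union of the TAIR10.1 annotation. Every result here was computed from the counts; the authors' second table was used for the lengths of 139 genes and for comparison only. Of 37336 genes in the count table, 146 had no length and could not pass the filter.

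Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with DESeq2 1.42.0 as an alternative, and with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) for summaries and matplotlib 3.10.9 for figures. Genes with an average RPKM of at least 1 were kept, which left 16288. Normalization was by TMM. Dispersions and quasi-likelihood fits were made with the group as the only factor, legacy=TRUE and no robust estimation. The joint test of 3 coefficients was adjusted by Benjamini-Hochberg, and a gene was called in a treatment at an adjusted p under 0.05 and a fold change of at least 2. The 6 pairs of groups were tested by their own contrasts with the same thresholds. Log2 CPM used a prior count of 2. Distances between group means were tested by permuting the 10 samples of each pair of groups, one-sided. Clustering used Z-scored log2 fold changes, 1 minus the Pearson correlation, complete linkage and 7 clusters. The number of counts on genes ranged from 13387714 to 29737496 per sample, and 3 counts per sample were taken as the floor; no fold change is given against a group in which no sample exceeds the floor.

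Genes were named when the paper names them, when they were among the 3 largest rises or falls of a comparison whose replicates do not overlap, or when they had the largest or smallest log2 fold change of a GO list. Coordinates are those of the TAIR10.1 annotation. Exons of named genes were compared with all other exons and, in windows of 100 bases, with the rest of the genome: 15 of 71 genes overlap an exon of another gene and 1 shares windows with another place. Gene lists were taken as the paper's additional files print them. Their over-representation and enrichment tests were not repeated, because they need gene sets that are not used here.

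The procedure was tested on simulated data of the same size with known changes in the PEI-SWNT samples, in far fewer genes than the 2628 called in the data. Of 61 genes changed 2-fold, 52 were recovered at an adjusted p under 0.05, as were 61 of 61 changed 4-fold and 45 of 78 changed 1.5-fold; 5 of 16088 unchanged genes had an adjusted p under 0.05. The joint test with the fold change minimum called 89 of 122 genes changed at least 2-fold and 0 of 16088 unchanged genes. In another simulation, with no changed gene, a GC trend was added to the SWNT samples. Between SWNTs and water, 3370 of 16149 genes then had an adjusted p under 0.05 without an offset and 0 with it. With no changed gene, this run cannot show whether the offset keeps true changes.

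Alternatives covered the test (each treatment alone, or glmTreat), the tool (DESeq2), the normalization (RLE, library size only), the filter (filterByExpr, or every gene with at least 1 count), the dispersion (legacy=FALSE, robust), the thresholds (fold change 1.5, adjusted p 0.01), the samples in the fit, a replicate block, each sample left out in turn, the values used for principal components, and the clustering. Another 4 were chosen after seeing the data: SWNTs replicates 3 and 4 merged, organelle genes left out, counts thinned to the smallest library, and offsets for GC content and length. DESeq2, glmTreat and the fits of only the 10 samples compared called genes by each treatment's own test, not the joint test. The effects of all alternatives are given in the closing section.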

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

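Each test in this part was chosen before its result was seen.

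A sample stood far from the other 4 of its group in 2 of 72 groups of values tested, where chance alone gives about 3.6. Both were values of named genes. PR1 in Non-infiltrated replicate 2 was at −2.89 log2 CPM, against −0.78 to −0.25 in the other 4. PCR2 in PEI-SWNTs replicate 3 was at 4.63, against 4.92 to 5.03. For a mislabelled or mixed sample, the samples nearer to another group's mean than to their own were counted, and there were 0; the smallest ratio of these distances was 1.09, in Water replicate 3. For 1 sample holding most of such values, the sample with the most held 1, too few to decide. PR1 was at a few counts in non-infiltrated leaves, where 1 count moves the log2 value. The number of such values is what chance gives, so no biological explanation was tested.

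Among 2279 genes below the paper's RPKM minimum that filterByExpr keeps, 805 changed at least 2-fold in PEI-SWNT treated against non-infiltrated leaves with an adjusted p under 0.05, 322 upward and 483 downward; the paper does not report on these genes. Of the same genes, 364 changed with water, 399 with SWNTs, 43 between SWNTs and water, 525 between PEI-SWNTs and water and 409 between PEI-SWNTs and SWNTs. With only the 10 samples compared, 783 changed; 1 of 16 splits that part every same-numbered pair gave as many, the real one itself, a share that 16 splits cannot bring under 0.05, and 1 of 100 splits when replicate numbers were ignored, where the largest other count was 59. Read-through from an induced neighbouring gene was tested as the share of the 322 up-regulated genes within 1000 bases downstream of an up-regulated gene on the same strand, which was 8.70% against 1.43% of 1467 unchanged genes. Neighbouring genes may also be induced together, so the response of part of these genes cannot be told apart from read-through.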

How the results depend on the processing

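Of the tests behind this part, merging SWNTs replicates 3 and 4 was chosen only after the result was seen. The alternatives were set before the data were examined, except for that one, leaving out organelle genes, thinning counts and correcting for GC content and length.

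A fold change minimum of 1.5 raised the up-regulated genes to 952 with water, 1509 with SWNTs and 2365 with PEI-SWNTs, the down-regulated genes to 932, 1121 and 2361, and the genes called in any treatment to 5306. The share of up-regulated water genes also up-regulated by SWNTs or PEI-SWNTs became 90.4%, that of down-regulated genes 87.3%, and the share of SWNT up-regulated genes shared with PEI-SWNTs and not water 68.9%. Genes changed only by PEI-SWNTs became 1050 up and 1286 down, and the direct comparisons gave 686 genes for SWNTs against water, 3493 for PEI-SWNTs against water and 2537 for PEI-SWNTs against SWNTs.

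Testing for a change larger than 2-fold (glmTreat) left 46, 267 and 893 up-regulated and 28, 32 and 380 down-regulated genes, all among those called otherwise, and 1315 in any treatment. The shares became 100% (46 of 46) for up-regulated water genes, 89.5% (204 of 228) for up-regulated SWNT genes and 36.8% (7 of 19) for down-regulated SWNT genes. With PEI-SWNTs only, 353 genes fell. The direct comparisons gave 596 genes for PEI-SWNTs against water, 303 for PEI-SWNTs against SWNTs and 0 for SWNTs against water, where 136 had an unadjusted p under 0.05.

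With filterByExpr, 572 genes fell with water and 580 with SWNTs. With no filter, 833 rose with water, 805 fell with water, 836 with SWNTs and 1792 with PEI-SWNTs, 4123 changed in any treatment, the shares of water genes became 91.7% and 85.1%, and 2427 genes changed between PEI-SWNTs and water and 1654 between PEI-SWNTs and SWNTs. DESeq2, with genes called by each treatment's own test in place of the joint test, moved the share of up-regulated water genes to 92.0%. An adjusted p of 0.01 left 1029 genes between SWNTs and water without a fold change minimum. The genes up-regulated in all 3 treatments became 615 with no filter, and the genes down-regulated in all 3 treatments 306 with filterByExpr and 480 with no filter. Water genes also changed by SWNTs or PEI-SWNTs moved as well, the down-regulated with both filters and the up-regulated, 764 of 833, with no filter, as did the genes down-regulated in SWNTs and PEI-SWNTs and not Water with no filter. The 1.5-fold minimum and glmTreat moved each of these counts of shared genes and that of genes up-regulated in SWNTs and PEI-SWNTs and not Water. The other counts per treatment and per direct comparison, the counts for PEI-SWNTs only and the shares stayed within their limits with the filters, DESeq2 and the adjusted p of 0.01, and all of them did with RLE normalization, library size only, legacy=FALSE, robust estimation, only the 10 samples compared, merged replicates and no organelle genes. Each treatment tested alone, which was run for the counts per treatment, those for PEI-SWNTs only and the shares but not for direct comparisons, also kept them within their limits.

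Replicate numbers could mark a shared batch. Deviations from the group means correlated at 0.0236 between samples of the same number (30 pairs) and −0.00545 between others (120 pairs). With the replicate as a block, 465, 819 and 1384 genes rose and 319, 334 and 1004 fell.

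Component 1 held 35.5% of the variance with genes scaled to unit variance, 67.3% with the 500 most variable genes and 42.1% with no filter, and component 2 held 15.6% with scaled genes. The 6 distances between group means kept the smallest p these permutations can give with scaled genes, log2(RPKM + 1), DESeq2's variance-stabilized counts, the 500 most variable genes, no filter and library size only. Without clustering, 574 genes were highest and 302 lowest with PEI-SWNTs; average linkage, 6 or 8 clusters and the test of each treatment alone stayed within 1.5 times the cluster sizes.

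Across the 20 fits that each left out 1 sample, the share of SWNT up-regulated genes shared with PEI-SWNTs and not water ran from 69.3 to 78.5%, that of down-regulated genes from 61.9 to 74.1%, the share of down-regulated water genes from 74.8 to 83.2%, the high cluster from 629 to 1225 genes and the low cluster from 469 to 1020. Counts of called genes stayed within 1.5 times in 180 of 180 cases and those of direct comparisons in 120 of 120. Of 1080 list medians, 18 moved; none of 54 did with library size only or RLE.

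Of 103 results for single genes, 68 were the same under each of the 10 alternatives run for them other than leaving out a sample (glmTreat, DESeq2, RLE normalization, library size only, filterByExpr, no filter, legacy=FALSE, robust estimation, the replicate block and only the 10 samples compared), and 33 were weaker, each under glmTreat and 1 of these, AT5G45630 with water, also under the replicate block and with only the 10 samples compared. The 2 others are those of SAND, whose log2 fold changes near 0 switched sign: with water to 0.0019 with DESeq2, 0.0039 with RLE, 0.00045 with filterByExpr and 0.016 with no filter, and with SWNTs to 0.00064 with filterByExpr. Leaving out 1 sample gave −0.031 to 0.018 with water and −0.026 to 0.019 with SWNTs. In those fits 97 of the 103 stayed the same, 3 were weaker in at least 1 fit and 1 was stronger, that of SAND with PEI-SWNTs, where the reference gene passed the threshold without PEI-SWNTs replicate 5 (log2 fold change −0.12, adjusted p 0.0288).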

Differences from the paper's values

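No test in this part was chosen after its result was seen.

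None of the 21 values of the paper's text compared here, nor the 2 read from a figure (about 55% and about 13% of variance in Fig. 1, read by eye, against 54.6% and 12.5% here), differed by more than 1.5 times. The largest ratio among counts and shares of genes was 1.15, for the cluster lowest with PEI-SWNTs, where the genes in the PEI-SWNT low cluster were 723 against the paper's 631; without the clusters it was 1.03. The 42 log2 fold changes of 14 named genes differed from the paper's by at most 0.000397. The paper's 29.5 M reads per sample and the mean of 20.9 M counts on genes here are not the same measure.

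Some alternatives set before the data were examined gave the same number as the paper, which need not mean the same genes. Robust estimation gave the paper's 452 genes up-regulated with water, 1364 with PEI-SWNTs and 375 genes up-regulated in all 3 treatments. DESeq2 gave the paper's 797 up-regulated with SWNTs, but only 780 of these are among the genes called here, which hold all 797 of the authors', and its 462 with water and 1383 with PEI-SWNTs are not the paper's numbers. The fit of only the 10 samples compared gave the paper's 347 down-regulated with SWNTs, and the replicate block the paper's 647 up-regulated only with PEI-SWNTs. DESeq2 and the fit of only the 10 samples used each treatment's own test, unlike the joint test in the authors' table. The share of down-regulated water genes was 78.96% with library size only, 78.55% with DESeq2, 78.59% with RLE normalization and 78.57% with glmTreat. Each rounds to the paper's 79%. With RLE normalization the share of up-regulated water genes was 94.3%, the paper's 94%. Leaving out a single sample also gave the paper's value for some counts: without SWNTs replicate 3, 1364 genes rose with PEI-SWNTs, 375 in all 3 treatments, and the genes up-regulated in SWNTs and PEI-SWNTs and not Water were 320; without PEI-SWNTs replicate 3, 797 rose with SWNTs; and without Water replicate 3 the share of up-regulated water genes was 94.0%, the paper's 94%. With the settings used here, 252 and 175 equal the paper's counts of down-regulated genes shared by water and by all 3 treatments.

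The paper states that most genes changed by water also changed with SWNTs and PEI-SWNTs. Counted as changed with both, rather than with either, the shares here were 83.0% of up-regulated and 54.3% of down-regulated genes. The paper reads genes changed by SWNTs and PEI-SWNTs and not by water as part of the response to nanotubes. Genes not called in water still tended to move the same way there. The 326 such up-regulated genes here had a median log2 fold change of 0.61 with water, and the 110 down-regulated genes −0.68. They were chosen against the same non-infiltrated samples, which alone pushes the water values that way. These medians therefore cannot show how much of the change water alone caused.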

Other observations

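Of the tests in this part, the merging of SWNTs replicates 3 and 4 and the test for 1 library deposited 2 times were chosen only after the result was seen.

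SWNTs and water differed in 248 genes at least 2-fold. The count was 254 after thinning to the smallest library, for a difference in sequencing depth, 233 with offsets for GC content and gene length, and 228 with SWNTs replicates 3 and 4 merged, so none of these explains it fully. Collection at another time of day was tested on clock genes: the median of 6 morning genes minus that of 6 evening genes was −0.61 (log2), from −0.63 and −0.02, and 5 of the morning and 1 of the evening genes had an adjusted p under 0.05. For PEI-SWNTs against non-infiltrated leaves it was 0.37, from −0.45 and −0.82, with 4 of 6 genes in each set. Both sets fell there, so 0.37 is a difference of 2 falls and does not by itself decide for or against another time. Treatments may also shift clock genes, so part of either difference cannot be told apart from a difference in collection time.

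Each of the 6 comparisons was recounted for other splits of its 10 samples. Among the 16 splits that part every same-numbered pair, 1 gave a count as large, the real one, in each comparison, and 16 splits cannot bring that share under 0.05. Ignoring replicate numbers, it was 1 of 100 in each. For SWNTs against water the real split gave 240 genes and the largest other split 2, and for PEI-SWNTs against non-infiltrated leaves 2386 and 176. The joint test gave 2628 genes, as many as in 1 of 100 regroupings of the 20 samples, the real one, with 1490 in the largest other and a median of 0.

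SWNTs replicates 3 and 4 were closer to each other than any other replicate pair, at a distance of 29.3 against at least 36.7 in the other 39. Their squared differences were 1.51 times what sampling of counts gives, against 2.77 to 15.8 (median 5.26) in the others, more than 1 library deposited 2 times would give. In the 1000 most variable genes this ratio was 1.01 times that of all genes, against 2.50 to 4.60 in the 9 other SWNT pairs, which is consistent with 2 libraries of the same leaf RNA. Merged into 1 sample, they lowered the genes that differ between SWNTs and water without a fold change minimum from 2225 to 1713, which does not by itself show whether the 2 are independent, since merging also lowers the number of samples. The paper describes them as biological replicates, and no biological explanation was tested.

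SWNTs and PEI-SWNTs may share a direction of change beyond that of water. Of 201 genes higher with SWNTs than water, 174 were also higher with PEI-SWNTs than water, 89 higher still than with SWNTs and 23 back towards water; of 47 lower genes, 37, 7 and 9. Shared reference samples could cause this, but the correlation across genes between SWNTs minus water and PEI-SWNTs minus non-infiltrated leaves, which share no sample, was 0.405. With water as the shared reference it was 0.566. The candidate explanation is a response to nanotubes common to both surfaces, a hypothesis only, since handling and time of collection were not separated and clock genes differ between SWNTs and water. Cargo was not separated in these samples either; the paper's RT-qPCR of PEI-SWNTs without DNA (Fig. 3C), which it gives as a reason that DNA does not seem to be the cause of toxicity, is not analysed here.

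SWNTs may raise genes induced by infiltration above their level in water. When the 500 genes most raised in 3 water samples were compared with the other 2 water samples, the median difference of SWNTs was 0.12 to 0.61 (log2) over the 10 choices, with a median of 0.43. Choosing genes for high values in water samples would lower, not raise, the difference of SWNTs from those samples. The 2 water samples compared also took no part in the choice. That such selection does not account for the positive values follows from its direction, and not from the test. The smallest, 0.12, lay between the limits set for this test. Across all 16288 genes, SWNTs minus water and water minus non-infiltrated leaves correlated at −0.013. The water samples enter both differences with opposite sign, which lowers the correlation, so it cannot decide the question either. That nanotubes raise genes induced by infiltration remains a hypothesis, since a difference in collection time was not excluded.

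The share of counts on plastid genes differed by −0.954 percentage points between PEI-SWNTs and water (exact permutation test, two-sided, p = 0.0476), below every water sample in 3 of 5 samples, and was no longer under 0.05 in 6 of 10 fits that left out a sample. Different carry-over of RNA without poly-A tails could cause this: plastid genes minus mitochondrial genes differed by −0.27 (log2), from −0.27 in 109 plastid and −0.0027 in 29 mitochondrial genes without the most counted. Less carry-over would lower both shares, but the mitochondrial share was higher with PEI-SWNTs, 3.41% against 2.95% with water, and higher in each PEI-SWNT sample (3.19 to 3.69%) than in any water sample (2.84 to 3.14%). The 29 other mitochondrial genes did not fall with the plastid genes either, so these values go against less carry-over with PEI-SWNTs than with water. However, the difference of medians, −0.27, lay between the limits set for the test, and 1 gene held 96.8% of the mitochondrial counts. In non-infiltrated leaves the mean shares were higher, 5.57% plastid and 4.08% mitochondrial. They were 3.85% and 3.41% with PEI-SWNTs and 4.80% and 2.95% with water. Less carry-over than in non-infiltrated leaves is therefore not excluded. No biological explanation was tested.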
